# Maternal Factor Dppa3 Activates 2C-Like Genes and Depresses DNA Methylation in Mouse Embryonic Stem Cells

**DOI:** 10.3389/fcell.2022.882671

**Published:** 2022-06-03

**Authors:** Chuanyu Zhang, Hang Wen, Siying Liu, Enze Fu, Lu Yu, Shang Chen, Qingsheng Han, Zongjin Li, Na Liu

**Keywords:** Dppa3, DNA methylation, 2CLCs, Embryonic stem cells, Zscan4

## Abstract

Mouse embryonic stem cells (ESCs) contain a rare cell population of “two-cell embryonic like” cells (2CLCs) that display similar features to those found in the two-cell (2C) embryo and thus represent an *in vitro* model for studying the progress of zygotic genome activation (ZGA). However, the positive regulator determinants of the 2CLCs’ conversion and ZGA have not been completely elucidated. Here, we identify a new regulator promoting 2CLCs and ZGA transcripts. Through a combination of overexpression (OE), knockdown (KD), together with transcriptional analysis and methylome analysis, we find that Dppa3 regulates the 2CLC-associated transcripts, DNA methylation, and 2CLC population in ESCs. The differentially methylated regions (DMRs) analysis identified 6,920 (98.2%) hypomethylated, whilst only 129 (1.8%) hypermethylated, regions in *Dppa3* OE ESCs, suggesting that Dppa3 facilitates 2CLCs reprogramming. The conversion to 2CLCs by overexpression of *Dppa3* is also associated with DNA damage response. *Dppa3* knockdown manifest impairs transition into the 2C-like state. Global DNA methylome and chromatin state analysis of *Dppa3* OE ESCs reveal that *Dppa3* facilitates the chromatin configuration to 2CLCs reversion. Our finding for the first time elucidates a novel role of Dppa3 in mediating the 2CLC conversion, and suggests that Dppa3 is a new regulator for ZGA progress.

## Introduction

Zygotic genome activation (ZGA) refers to the activation and transcription of paternal and maternal genomes after fertilization, which is a key event in development (Rossant and Tam, 2017). The maternal to zygotic transition (MZT) marks the time the embryonic genome is activated and acquires control of development. The major ZGA occurs predominantly at the two-cell (2C) stage of mouse embryo, where zinc finger and scan domains containing four clusters (Zscan4) is thought to be specifically expressed during preimplantation ZGA (Li et al., 2013; Lee et al., 2014; Jukam et al., 2017). Zscan4 family comprises nine very closely related gene paralogues located on mouse chromosome 7. Falco *et al.* found *Zscan4d* as a gene upregulated during zygotic genome activation in mouse two-cell stage embryos (Falco et al., 2007; Storm et al., 2009). In mice, only zygote and 2C-stage embryo are truly totipotent that can give rise to embryos and all their supporting extra-embryonic tissues.

Mouse embryonic stem cells (ESCs) are prototypical pluripotent cells, which are derived from the inner cell mass (ICM) of blastocysts (Evans and Kaufman, 1981; Martin, 1981). Embryonic stem cells are an *in vitro* model for studying the early embryos around the implantation stage. ESCs are heterogeneous and contain subpopulations with different properties (Hayashi et al., 2008; Toyooka et al., 2008; Macfarlan et al., 2012). One of these subpopulations is “2-cell embryonic like cells (2CLCs)” (Zalzman et al., 2010; Macfarlan et al., 2012), which shared features with the two-cell embryo, contributing to both embryonic and extra-embryonic tissues (trophoblast) (Zalzman et al., 2010; Macfarlan et al., 2012). 2CLCs occur spontaneously in ESCs, but the probability of occurrence is very low, only 0.1–0.4% (Hu et al., 2020). 2CLCs express high levels of ZGA transcripts, including mouse endogenous retroviruses (ERV)-L (*MERVL*) family retroviruses and Zscan4 (Macfarlan et al., 2012; Eckersley-Maslin et al., 2016). 2CLCs model essential aspects of the two-cell stage embryos, which can be used to investigate the molecular regulator for ZGA (Eckersley-Maslin et al., 2018). Using this model, recently, several positive regulators (including Dux (De Iaco et al., 2017; Hendrickson et al., 2017; Yang et al., 2020), Dppa2/4 (De Iaco et al., 2017; Eckersley-Maslin et al., 2019; Yan et al., 2019), and Zscan4 (Zalzman et al., 2010)), and negative regulators (Ythdc1 (Liu et al., 2021), CTCF (Olbrich et al., 2021), Lin28 (Sun et al., 2021), and Kap1/Trim28 (Maksakova et al., 2013)) of ZGA were reported.

Maternally inherited factors play important roles in the zygotic genome activation during early development (Li et al., 2010; Ancelin et al., 2016; Wasson et al., 2016). Developmental pluripotency-associated 3 (*Dppa3,* also known as *Stella* or *PGC7*) is a maternally inherited factor (Funaki et al., 2014; Huang et al., 2017). Zygotes lacking maternal Dppa3 actively fail to reach the blastocyst stage (Payer et al., 2003; Bortvin et al., 2004), demonstrating that Dppa3 plays a role during the cleavage stages of pre-implantation development. Embryonic gene activation from the paternal *Dppa3* allele at the two-cell stage does not rescue the abnormalities resulting from maternal deletion, indicating that a crucial function of Dppa3 must occur after fertilization but before the two-cell stage (Nakamura et al., 2007). *Dppa3* is also expressed in naïve embryonic stem cells, but is downregulated upon exit from pluripotency (Hayashi et al., 2008; Sang et al., 2019; Zhao et al., 2019). Although some functions of Dppa3 in DNA methylation have been discovered, however, little is known about the functions and mechanisms of Dppa3 on 2C-like state and ZGA.

Dux and Dppa2/4, key factors enhancing ZGA, were successively reported as non-essential for ZGA activation *in vivo*, indicating that there are other key regulators that have not yet been revealed (De Iaco et al., 2017; Chen and Zhang, 2019; Guo et al., 2019; De Iaco et al., 2020; Chen et al., 2021; Kubinyecz et al., 2021). Because Dppa3 is expressed initially as an oocyte factor and because maternal factors are so important for ZGA, we tested whether Dppa3 plays a role in 2CLCs conversion and ZGA. Here, we use the 2CLCs system to identify Dppa3 as a new regulator for 2C-like gene activation. An additional DNA methylation analysis further indicates a role for Dppa3 in establishing hypomethylated chromatin to allow correct gene regulation. These results reveal the key developmental roles of Dppa3 in the regulation of 2CLCs conversion in ESCs.

## Results

### Dppa3 Promotes a 2C-Like State and ZGA Specific Gene Expression in ESCs

Zygotes lacking maternal *Dppa3* activity fail to reach the blastocyst stage (Payer et al., 2003; Bortvin et al., 2004), demonstrating that Dppa3 plays a role during the cleavage stages of pre-implantation development. However, the contribution of Dppa3 to 2CLCs reprogramming in ESCs has not been studied in detail. We hypothesized that Dppa3 may regulate a 2C-like state. To address this hypothesis, we first generated ESCs with exogenous *Dppa3* overexpression (*Dppa3* OE ESCs). Morphologically, *Dppa3* OE ESCs showed compacted cell colonies (Figure 1A). Increased expression levels of *Dppa3* in *Dppa3* OE ESCs were confirmed by qPCR and western blotting (Figures 1B, C).

**FIGURE 1:**
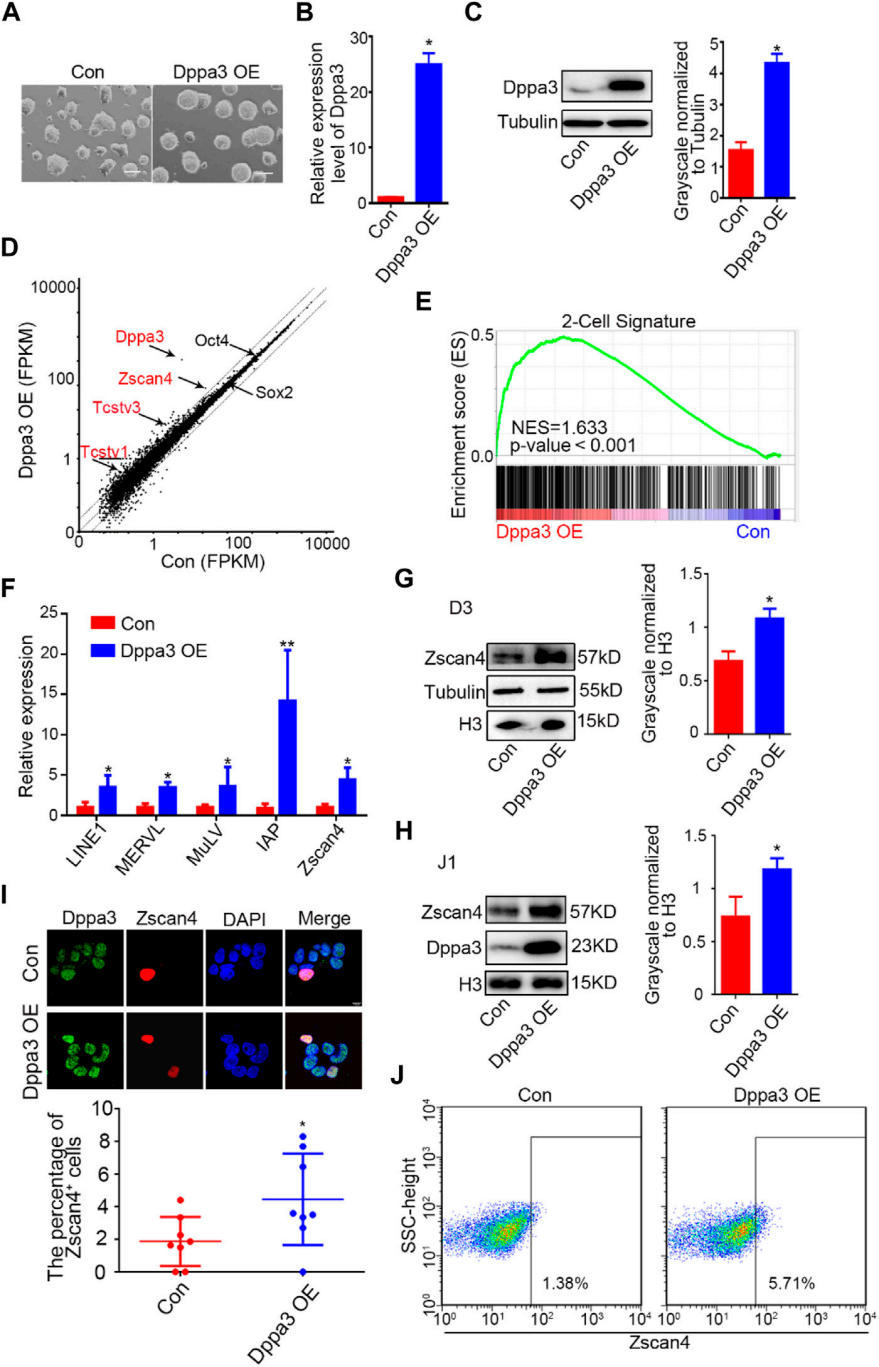
Overexpression of *Dppa3* activates a 2C-like gene expression. **(A)** Morphology of ESCs with an ectopic expression of *Dppa3*. Scale bars represent 100 μm. **(B)** Relative expression level of *Dppa3* in *Dppa3* OE and control (Con) ESCs. **(C)** Western blot analysis of Dppa3 protein level in *Dppa3* OE and Con ESCs. Right: Quantification of relative Dppa3 protein levels normalized to Tubulin by ImageJ software (*n* = 3; *p < 0.05). **(D)** Scatter plot showing differentially expressed genes following the ectopic expression of *Dppa3* in ESCs. Representative 2C genes that are upregulated in *Dppa3* OE ESCs are marked in red. Two-tailed Student’s *t*-tests were used to derive the *p* values. **(E)** GSEA indicating that upregulated genes in *Dppa3* OE ESCs were highly enriched in the two-cell embryo gene set. **(F)** qRT-PCR analysis of selected 2C-specific genes and retroviral elements expression in transient *Dppa3* OE ESCs. Data are presented as mean ± SEM (n = 3, *p < 0.05; **p < 0.01). **(G,H)** Western blot analysis of Zscan4 protein level in stable *Dppa3* overexpressed D3 **(G)** and J1 **(H)** ES cell lines. Right: Quantification of relative Zscan4 protein levels normalized to H3 by ImageJ software (*n* = 3; *p < 0.05). **(I)** *Dppa3* overexpression increases Zscan4 positive cells by immunofluorescence staining of Zscan4 (red) and Dppa3 (green) in stable *Dppa3* overexpressed D3 ESCs. Scale bar represents 10 μm. Below: Quantification of Zscan4 positive cells in *Dppa3* OE and control (Con) ESCs (n = 4; *p < 0.05; each dot corresponds to one replicate experiment, in which 200 cells were counted). **(J)** FACS profiles of Zscan4^+^ ESCs population in stable *Dppa3* OE ESCs.

Next, we performed the mRNA-seq analysis. 

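The mRNA-seq data comprised 6 libraries of mouse ESCs, 3 from control (Con) ESCs and 3 from *Dppa3* OE ESCs. Libraries 1 and 2 of each group are those averaged in Supplementary Table S4, under the heads Con_D0 and OE_D0. The third library of each group carries the label D7 in the sample records, which the paper's text does not mention and the records do not explain, so this pair was kept apart from the other 4 libraries. The libraries were made and sequenced on BGISEQ-500 at BGI. The authors mapped the reads to the mm10 mouse genome with Bowtie2 and counted them per gene with RSEM, while the submitters' processing notes name HISAT and GRCm38.p6. Their table gives an estimated read count and an FPKM value (fragments scaled by transcript length and library depth) for each gene in each library. The estimated counts summed to 18176939 in Con-1, 17774852 in Con-2, 17988717 in OE-1 and 17514330 in OE-2, and to 17790699 and 17408954 in the Con and OE libraries labelled D7, so depth was nearly even between the groups. The FPKM values of all 650 genes of Supplementary Table S4 were identical to the deposited ones. For the comparison of OE with Con, the estimated counts of libraries 1 and 2 were rounded, 13494 genes with a mean FPKM of at least 0.5 were kept, and edgeR's quasi-likelihood test was applied with Benjamini-Hochberg adjustment. Con and OE libraries of the same number departed from their group means alike, so each comparison was run without and with the replicate pair as a block. No source states that libraries of the same number were handled together. The strain label in the sample records differs for each of the 6, but the labels run in sample order and may be a spreadsheet fill. In simulated counts with the spread of these libraries, genes raised or lowered 2-fold were recovered in 4.5% of cases without the block and in 88.1% with it. The share with the block holds only if libraries of the same number do form pairs. The paper states in general that its results came from at least 3 independent experiments per condition, and describes the culture medium, but not whether these libraries came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.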

We identified 476 upregulated genes and 174 downregulated genes, respectively, more than a 1.5-fold change in *Dppa3* OE ESCs (Supplementary Table S4). 

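*Dppa3*, the overexpressed maternal gene, was at 278.8 ± 0.02 FPKM in OE ESCs and at 4.99 ± 1.56 FPKM in Con ESCs (SD, n = 2 libraries each), a 55.9-fold difference. By pair, the OE library was 45.8-fold and 71.7-fold above its Con library, and 4.99-fold in the pair labelled D7 (26.22 FPKM in Con and 130.96 FPKM in OE). Genes of the germ line rose in the fit with the replicate pairs as a block, among them *Xlr3c*, *Luzp4* and *Fkbp6*, which had some of the smallest p-values without the block. *Xlr3c*, of a family of X-linked lymphocyte-regulated genes whose close copies may share reads, rose from 2.92 ± 0.53 to 12.19 ± 3.92 FPKM (log2 fold change 2.00, standard error 0.18, adjusted p = 6.73e-06 from edgeR). *Luzp4* rose from 1.58 ± 0.01 to 6.52 ± 2.15 FPKM, and *Fkbp6* on chromosome 5, a gene of the piRNA pathway of male germ cells, from 7.15 ± 1.51 to 16.13 ± 0.47 FPKM. *Mid1*, an X-linked ubiquitin ligase gene, fell from 287.15 ± 59.29 to 167.12 ± 20.66 FPKM (log2 fold change -0.81, standard error 0.07, adjusted p = 6.33e-06 from the same test). *Apoe*, which encodes a lipoprotein component, *Nr1d1*, a clock gene, and *Lama5*, a laminin chain gene, fell by 0.37, 0.63 and 0.31 on the log2 scale.

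With the block, edgeR called 103 genes higher and 17 lower at an adjusted p under 0.05. DESeq2 with the same block called 32 higher and 2 lower, and limma 125 and 4. *Xlr4a* (4.13 to 11.22 FPKM) and *Xlr4b* (log2 fold change 1.57) were also higher, and so were *Pramel3* (3.04) and the predicted genes *Gm5128*, *Gm15107*, *Gm15262* and *LOC101055953* (3.47, 2.73, 2.45 and 3.62), of families in which reads are hard to assign. These values rest on few libraries. The fits with 1 library left out, given next for increases and decreases, had no block, so the difference between pairs enters their OE effect. Leaving out 1 library gave 2.45 without Con-1 to 4.04 without Con-2 for *Pramel3*, 2.83 without Con-2 to 6.44 without Con-1 for *Gm5128* (0.20 to 0.33 FPKM in pair 1 and 0.01 to 2.62 FPKM in pair 2), 1.47 without OE-2 to 6.38 without Con-2 for *Gm15107*, 1.63 without Con-1 to 4.19 without Con-2 for *Gm15262* and 2.74 without Con-1 to 7.35 without Con-2, a fit against 0 FPKM in Con-1, for *LOC101055953*. *Gm6851* and *LOC108168148* were at 0 FPKM in both Con libraries and at 2.34 ± 0.16 and 1.01 ± 0.34 FPKM in OE, and reads of such predicted genes may likewise come from copies. Among the decreases, *Ube4b*, *Gm46717* and *LOC102639653* had log2 fold changes of -0.38, -0.88 and -3.14 with the block. With 1 library left out they were at -0.249 without Con-1 to -0.495 without Con-2 for *Ube4b*, -0.463 without Con-1 to -1.25 without OE-1 for *Gm46717*, and -2.28 without OE-2 to -9.82 without OE-1, a fit against 0 FPKM in OE-2, for *LOC102639653*. *Map4* and *Uqcrc1* fell by 0.33 and 0.35 (*Uqcrc1* by 0.231 without Con-1) and lie on distal chromosome 9, where the 104 measured genes had a median log2 ratio of -0.18. *Ptgds*, *Wbp2* and *Gm10698* did not pass, with log2 fold changes of -1.07, -0.35 and -0.50 and adjusted p-values of 0.107, 0.0689 and 0.145 with the block.

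Without the block, edgeR called 0 genes in either direction, with 58 higher and 4 lower at an unadjusted p under 0.05. DESeq2 then called *Dppa3* and *Xlr3c* higher and limma called 0 genes, while *Dppa3* had an adjusted p of 0.43 from edgeR, against 6.35e-15 with the block. At an unadjusted p under 0.05 and a 1.5-fold change, 52 genes were higher and 3 lower without the block, and 253 and 50 with it. Leaving out Con-2 gave 86 higher and 4 lower genes without the block, and adding the D7 pair to the blocked fit left 1 call, *Mid1* (adjusted p = 0.0182), with 607 higher and 573 lower genes at an unadjusted p under 0.05 and 58 and 11 called by DESeq2.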

RNA-seq results showed that transcripts of 2C-specific genes were significantly elevated in *Dppa3* OE ESCs, which were normally repressed by DNA methylation such as *Zscan4*, *Tcstv1*, and *Tcstv3* (Figure 1D). 

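*Zscan4c*, *Zscan4d* and *Tcstv3*, genes transcribed in a burst at the 2-cell stage, rose in OE ESCs in the fit with the replicate pairs as a block, with log2 fold changes of 0.52, 0.56 and 0.95. *Tcstv3* was at 11.54 ± 3.20 FPKM in OE and 5.83 ± 1.85 FPKM in Con ESCs (SD, n = 2 each; standard error of the log2 fold change 0.20, adjusted p = 0.0259 from edgeR). *Zscan4d* was at 24.45 ± 9.04 and 15.50 ± 2.38 FPKM and *Zscan4c* at 25.68 ± 10.61 and 16.86 ± 3.51 FPKM (adjusted p = 0.0316 and 0.0451 from the same test). In the fit without the block and with 1 library left out, log2 fold changes were 0.212 without OE-2 to 0.888 without OE-1 for *Zscan4d*, 0.11 to 0.894 without the same libraries for *Zscan4c*, and 0.677 without OE-2 to 1.26 without Con-2 for *Tcstv3*. *Tcstv1* was at 1.66 ± 0.98 FPKM in OE and 0.48 ± 0.13 FPKM in Con, a log2 fold change of 1.68 that did not pass (adjusted p = 0.18), at 6 to 35 reads per library. Without the block it was at 0.988 without OE-2 to 2.16 without OE-1. *Pou5f1* (Oct4) and *Sox2*, core pluripotency genes, had log2 fold changes of -0.14 and -0.03, which did not pass (adjusted p = 0.625 and 0.961).

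With the same block DESeq2 called 0 of the 2-cell genes named here (adjusted p = 0.762, 0.512 and 1 for *Zscan4c*, *Zscan4d* and *Tcstv3*). Adjusted p-values from limma with the block were 0.068, 0.0465 and 0.00647, so the calls depend on the tool. Without the block, none of these genes passed (adjusted p = 1 from edgeR, 0 calls also by DESeq2 and limma). Their levels in Con-2 lay above those in Con-1, and in OE-2 above OE-1. This gap enters the log2 fold changes of the fits with 1 library left out and no block. The block, which takes out this gap, changed the edgeR log2 fold changes little. They went from 0.557, 0.591 and 0.943 to 0.521, 0.562 and 0.948 for *Zscan4c*, *Zscan4d* and *Tcstv3*. Their standard errors fell from 0.320, 0.277 and 0.363 to 0.118, 0.121 and 0.196. The block also lowered the spread shared across genes, so the part due to the gap in these genes alone was not tested. An exact permutation test over these 4 libraries gave p = 0.33 for *Zscan4d*, *Tcstv1* and *Tcstv3*, the smallest that 2 against 2 allow (two-sided), and p = 0.667 for *Zscan4c*. Over all 3 pairs with the block, adjusted p-values were 0.188, 0.213, 0.434 and 0.137 for *Zscan4c*, *Zscan4d*, *Tcstv1* and *Tcstv3*. *Zscan4* and *Tcstv* genes have near-identical copies, so the split of reads among them is uncertain. From the elevation of these transcripts, with the protein levels and cell counts of Figure 1, the paper proposes that ectopic *Dppa3* activates 2C-specific genes and raises the share of 2C-like cells.

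**Figure D1:**
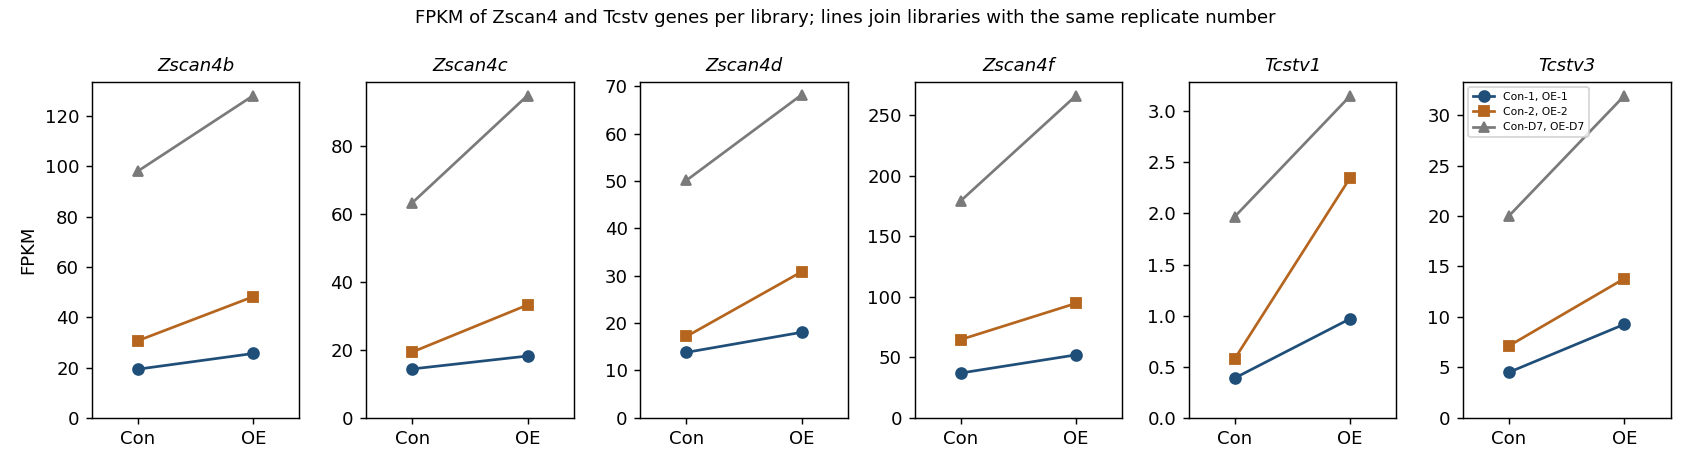
FPKM (vertical axes, each starting at 0) of *Zscan4b*, *Zscan4c*, *Zscan4d*, *Zscan4f*, *Tcstv1* and *Tcstv3* in Con and OE libraries, with lines joining the Con and OE library of the same replicate number. All 3 lines rise in each of the 6 panels, and the pair labelled D7 lies above the others.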

A gene set enrichment analysis for the stage specific genes also revealed 2C-specific genes were enriched in *Dppa3* OE ESCs (Figure 1E). 

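Of 53 measured genes of the 2-cell embryo, 16 rose in OE ESCs and 0 fell in the fit with the replicate pairs as a block (36 higher when adjusted over the list alone). With the same block DESeq2 called 0 of them and limma 18. Their median log2 fold change was 0.62, with 51 of 53 above 0. *Gm10696* rose from 2.28 to 4.76 ± 0.44 FPKM (SD, n = 2; log2 fold change 1.02, standard error 0.19, adjusted p = 0.0124 from edgeR). *Tdpoz5* and its near-identical copy *Gm10697*, which share reads, were each at 0.45 ± 0.06 FPKM in Con and 1.54 ± 0.21 FPKM in OE and did not pass (adjusted p = 0.118). In the D7 pair, whose libraries took no part in Supplementary Table S4, 50 of 52 genes of the list lay above 0. The median log2 ratio was 0.57, higher than all 10000 random lists matched on expression. Fibroblast and trophectoderm genes also lay at percentile 100 there. Random lists do not allow for genes that vary together, so the percentile does not test an OE effect.

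Lists of other stages had medians near 0 over these 4 libraries, but not in the D7 pair, where the median log2 ratio was -0.68 for primed, 0.34 for endoderm and 0.75 for trophectoderm genes (percentiles 0, 99.9 and 100 of matched random lists). Of 26 genes of naive and core pluripotency the median was -0.03, and *Fbxo15* alone rose with the block (log2 fold change 0.34, adjusted p = 0.0437 from edgeR). *Utf1*, at -0.30, passed as lower over the list alone. With 1 library left out and no block, *Fbxo15* was at 0.159 without Con-2 to 0.53 without Con-1, and *Utf1* at -0.505 to -0.0674. Of 17 primed and early lineage genes the median was -0.03, with *Zic2* higher (0.58, adjusted p = 0.0316). With the same block DESeq2 called 0 genes of these 2 lists and limma 1 of each. *Zic2* was at 0.04 without OE-1 and 1.16 without Con-1 in the fit without the block and at 0.10 over all 3 pairs with it, as it fell from 14.47 to 8.26 FPKM in the D7 pair. Medians of 14 primitive endoderm and endoderm genes and 14 trophectoderm genes were -0.06 and 0.03, with 0 calls by edgeR, DESeq2 or limma with the block. At an unadjusted p under 0.05, *Lrp2* and *Lamb1* of the endoderm list were lower and *Tfap2a* of the trophectoderm list was higher.

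The 2-cell list ranked above other genes, in the fit without the block, by camera with a preset correlation of 0.01 (adjusted p = 7.98e-53) and by preranked gene set enrichment analysis (fgsea, normalized enrichment score 2.70, adjusted p = 3.08e-13). The call was lost with an estimated correlation (adjusted p = 0.461 by camera). No list passed that way in this fit, and few libraries are left to estimate the correlation from, so that test cannot decide. With the block, camera gave an adjusted p of 1.33e-42 at the preset correlation and 0.533 at an estimated one. By fry, which tests the list against no change and not against other genes, the adjusted p was 0.818. The list was written after Supplementary Table S4 had been read, so its count is not independent evidence of its direction. Without the block edgeR, DESeq2 and limma called 0 of its genes, with 8 higher at an unadjusted p under 0.05. Over all 3 pairs with the block edgeR called 0 of 52, with 41 higher at an unadjusted p under 0.05 and 38 when adjusted over the list alone.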

The population of upregulated genes were also enriched with genes associated with germ cell development, such as spermatid development, spermatogenesis, and meiotic cell cycle in gene ontology (GO) terms (Supplementary Figure S1). 

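Part of the measured genes of the male germ line rose in OE ESCs. In the fit with the replicate pairs as a block, 18 of 40 X-linked germline and cancer/testis genes were higher (34 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 1.04. Of 36 germline genes known to be silenced by promoter methylation, 12 were higher (24 over the list alone; median 0.52). *Tuba3a*, a testis tubulin gene, rose from 38.32 ± 15.60 to 71.88 ± 14.93 FPKM (SD, n = 2 each; log2 fold change 0.90, standard error 0.10, adjusted p = 7.54e-05 from edgeR). Of 46 genes of the meiotic cell cycle, 5 were higher (11 over the list alone; median 0.25), among them *Hormad1*, a component of meiotic chromosome axes, from 15.32 ± 6.12 to 28.40 ± 10.32 FPKM (log2 fold change 0.82, adjusted p = 0.00112). In the D7 pair *Hormad1* fell from 10.39 to 8.57 FPKM, while *Tuba3a* rose from 51.73 to 55.28 FPKM. Over all 3 pairs with the block their log2 fold changes were 0.47 and 0.62 (adjusted p = 0.591 and 0.416 from edgeR). Of 37 genes of spermatid development and spermatogenesis, 5 were higher (8 over the list alone; median 0.30). With the same block DESeq2 called 9, 6, 3 and 3 genes of these 4 lists higher, and limma 23, 14, 5 and 7. Pair 2 lay above pair 1 in these lists by medians of 0.89, 0.78, 0.69 and 0.53, close to the OE effect for the X-linked list and larger than it for the others.

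*Terb2*, *Ctcfl* and *Cox7b2* had log2 fold changes of 0.74, 0.85 and 1.07 and did not pass (adjusted p = 0.189, 0.0661 and 0.252 with the block). Of 11 oocyte and maternal effect genes the median was 0.04 and 2 were higher (3 over the list alone), *Nlrp4c* (1.42, adjusted p = 1.05e-05) and *Nlrp14* (1.06, adjusted p = 0.0165), of a family with close copies. With 1 library fewer and no block, log2 fold changes were 0.546 without Con-1 to 1.3 without Con-2 for *Tuba3a*, 0.425 without OE-2 to 1.22 without Con-2 for *Hormad1*, 0.935 without OE-2 to 1.92 without Con-2 for *Nlrp4c* and 0.626 without Con-1 to 1.59 without Con-2 for *Nlrp14*. In the D7 pair the medians were 0.62 for the X-linked list, above all 10000 matched random lists, 0.09 for the promoter-methylated list (percentile 83.6) and -0.03 for both the meiotic and the spermatid list (percentiles 5.6 and 5.9). The oocyte list had a median of -0.10 there (percentile 7.4), with 4 of 11 genes above 0.

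By camera with the preset correlation and without the block, adjusted p-values were 7.98e-53 for the X-linked list, 2.98e-23 for the promoter-methylated list, 1.11e-10 for the meiotic list, 1.78e-08 for the spermatid list and 0.0175 for the oocyte list. With an estimated correlation they were 0.461, 0.461, 0.599, 0.656 and 0.461, so these calls were lost. As no list passed that way in this fit of few libraries, that test cannot decide. With Con-1 left out, the meiotic list turned to lower (adjusted p = 0.931) and the spermatid list (0.714) and the oocyte list (0.176) no longer passed. Nor did the meiotic (0.245) and spermatid lists (0.183) without OE-2, or the oocyte list without Con-2 (0.0865) and without OE-1 (0.0576). The fits with 1 library left out had no block, so the difference between pairs in these lists enters them. These lists, too, were written after Supplementary Table S4 had been read and are not independent evidence of their direction.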

We performed a detailed examination of the expression of 2C-like genes and endogenous transposable element (TE) in *Dppa3* OE ESCs, and found that *MERVL*, *LINE1,* and *IAP* were significantly activated in *Dppa3* OE ESCs (Figure 1F). MERVL-LTR transcriptional network activation occurs not only in two-cell embryos *in vivo* but also *in vitro* in a subset of mouse ESCs and during iPSC reprogramming (Eckersley-Maslin et al., 2016). Zscan4, expressed transiently in sporadic ESCs (1–5%) at any given time, marks transient 2C-state cells (Zalzman et al., 2010; Rodriguez-Terrones et al., 2018). The most significant difference in the transcription factor expression between the totipotent 2CLCs and the pluripotent ESCs was the Zscan4 expression (Falco et al., 2007). So, we next investigated the expression pattern of Zscan4 in *Dppa3* OE ESCs. Western blot results indicated that *Dppa3* OE promoted the expression of Zscan4 (Figure 1G). The elevation protein level of Zscan4 in *Dppa3* OE ESCs was also verified in another ESCs’ line (J1ES cells) (Figure 1H). We next examined the percentage of Zscan4-positive (Zscan4^+^) cells in *Dppa3* OE ESCs. An increased percentage of Zscan4^+^ ESCs in *Dppa3* OE ESCs was detected by immunofluorescence (IF) and cytometry analysis (Figures 1I,J; Supplementary Figure S2). Moreover, it can be seen from the immunofluorescence results that Zscan4^+^ ESCs also have a higher intensity of Dppa3 signal (Figure 1I). These findings suggested that the ectopic expression of *Dppa3* activated the 2C-specific genes and enhanced the percentage of 2CLCs in ESCs.

### Dppa3 Is Required for 2CLCs Conversion in ESCs

To further evaluate the effect of Dppa3 in promoting the 2CLCs conversion, we generated *Dppa3* knockdown (*Dppa3* KD) ESCs by RNA interference (RNAi) and assessed the capacity for 2C-like state conversion. The mRNA and protein levels of Dppa3 in *Dppa3* KD ESCs were effectively reduced to about 30% of that in the control ESCs (Figures 2A, B). Compared with *Dppa3* KD1, the knockdown efficiency of *Dppa3* KD2 was more significant, so *Dppa3* KD2 ESCs were used for further analysis. Zscan4 protein levels were significantly decreased in *Dppa3* KD ESCs, compared to control ESCs, by using the western blot analysis (Figure 2B). It was also confirmed in another embryonic stem cell line, J1 ESCs, that the Dppa3 knockdown resulted in a decrease in Zscan4 protein levels (Figure 2C). Using immunofluorescence, we observed a pronounced reduction in the population of Zscan4^+^ cells in *Dppa3* KD ESCs (Figure 2D). Flow cytometry also showed a significant reduction of Zscan4^+^ cells in *Dppa3* KD ESCs (0.209%) compared with that in control ESCs (1.12%) (Figure 2E). We also examined the expression of 2C-related genes and endogenous transposable element (TE) in *Dppa3* KD ESCs, and found that *MERVL*, *LINE1,* and *IAP* were significantly reduced in *Dppa3* KD ESCs (Figure 2F). Taken together, combined overexpression of the *Dppa3* increased Zscan4^+^ cells, and we conclude that Dppa3 is a driver of the 2C-like state.

**FIGURE 2:**
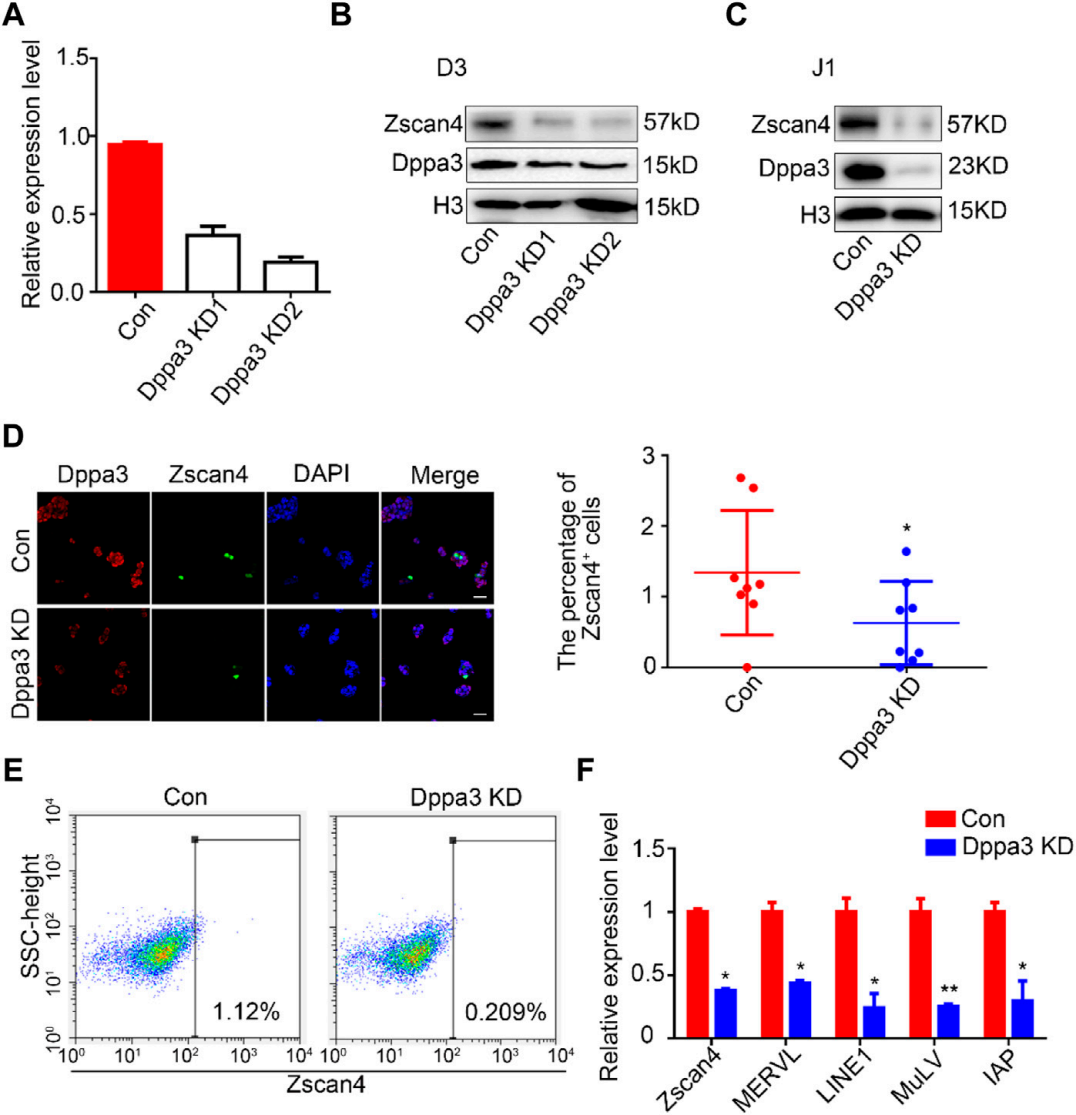
Knockdown of *Dppa3* impair the 2CLCs conversion in ESCs. **(A)** Confirmation of the expression level of *Dppa3* in transient *Dppa3* KD and control ESCs by quantitative PCR (n = 2, *p < 0.05). **(B,C)** The transient knockdown of *Dppa3* decreases the Zscan4 protein level analyzed by western blot in D3 ESCs **(B)** and J1 ESCs **(C)**. **(D)** The transient *Dppa3* KD reduces the Zscan4 positive cells by immunofluorescence staining of Zscan4 (green) and Dppa3 (red) in ESCs. Scale bar represents 100 μm. Right: The number of Zscan4 positive cells was counted (*n* = 4; *p < 0.05; each dot corresponds to one replicate experiment, in which 200 cells were counted). **(E)** FACS profiles of Zscan4^+^ ESCs in transient *Dppa3* KD ESCs. **(F)** qRT-PCR analysis of selected 2C-specific genes and retroviral elements’ expression in transient *Dppa3* KD ESCs. Data are presented as mean ± SEM (n = 3, *p < 0.05; **p < 0.01).

### *Dppa3* Overexpression Leads to DNA Hypomethylation in ESCs

DNA methylation globally loss in 2C-like cells (Dan et al., 2017). The molecular functions of Dppa3 on DNA methylation are demonstrated in zygotes, oocytes, and ESCs (Nakamura et al., 2012; Li et al., 2018; Mulholland et al., 2020), but little is known in 2CLCs conversion. To explore the underlying mechanisms of how 2C-like genes are activated in *Dppa3* OE ESCs, we next analyzed the DNA methylation pattern in *Dppa3* OE and control ESCs using immunofluorescence (IF) and reduced representation bisulfite sequencing (RRBS), respectively. While analyzing DNA methylation in ESCs with IF using a 5-methylcytosine (5mC) antibody, we noticed that DNA methylation levels were markedly lower in *Dppa3* OE ESCs compared to that in control ESCs (Figure 3A). The number of 5mC foci in each cell was also quantified, which was significantly reduced in *Dppa3* OE ESCs less than half of that in the control ESCs (Con), suggesting that the ectopic expression of *Dppa3* reduced the level of DNA methylation in ESCs (Figure 3A).

**FIGURE 3:**
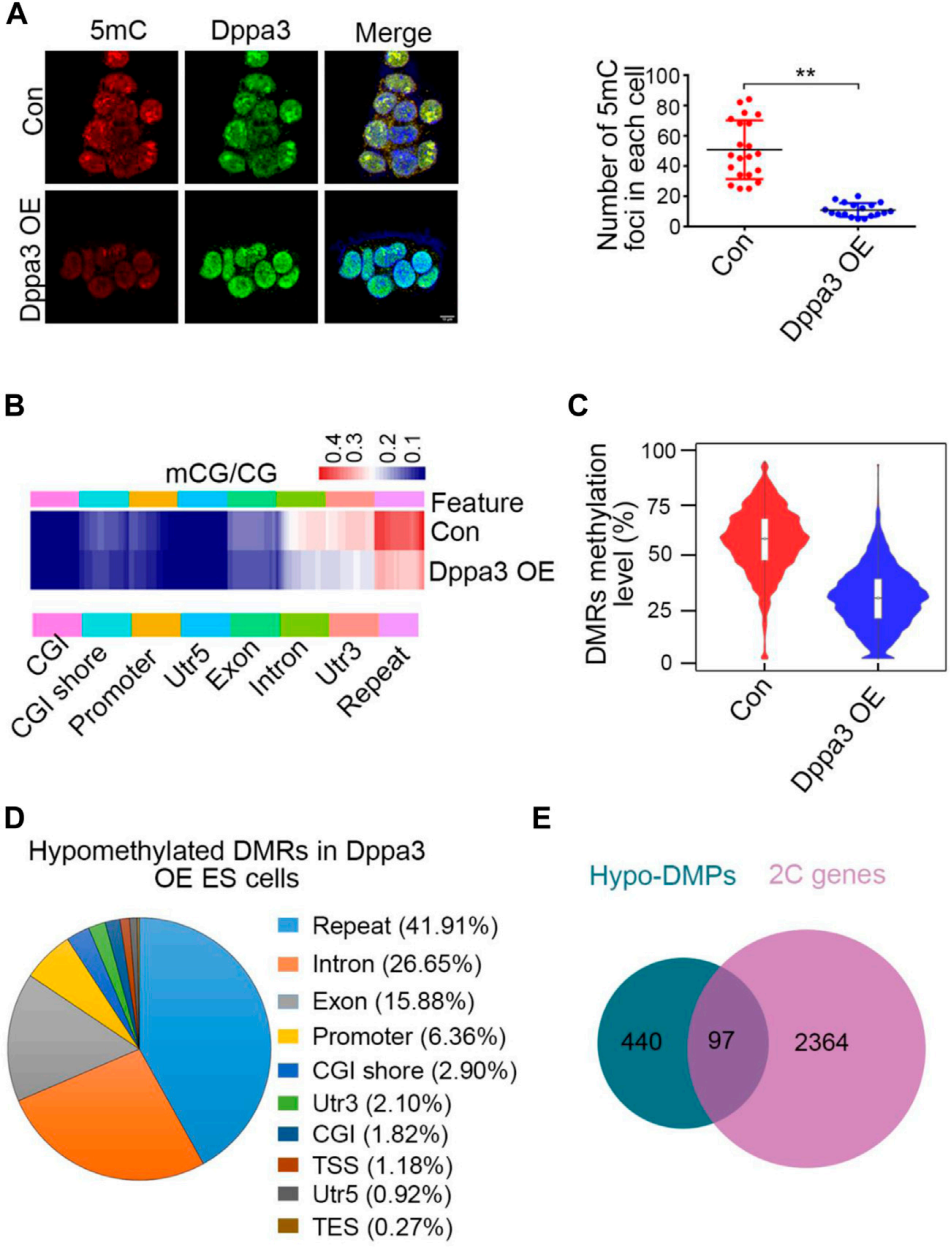
*Dppa3* overexpression leads to DNA demethylation in ESCs. **(A)** Immunofluorescence staining for 5mC (red) and Dppa3 (green) in *Dppa3* OE and Con ESCs. Right panel: quantification of 5mC foci in *Dppa3* OE and Con ESCs. Scale bar represents 10 μm. Data are presented as mean ± SEM (n = 3, ^**^ *p* < 0.01). **(B)** Hierarchical clustering of differentially methylated sites between *Dppa3* OE and control ESCs. Heat map displays methylation levels for whole genomes as measured by Reduced Representation Bisulfite Sequencing separated into groups by genomic features. Each row indicates a CpG site and the color scale represents the methylation level. CGI, CpG island; TSS, transcription start site; TES, terminate sequence. **(C)** DMRs methylation levels as measured by RRBS in *Dppa3* OE and control ESCs. Horizontal bars represent the median values. Inside is the boxplot. Violin flanking represents the number of genes at this methylation level. **(D)** The genomic distribution of hypomethylated DMRs in *Dppa3* OE ESCs. **(E)** Overlap between hypo-DMR-associated promoter genes (DMPs) and 2C-like genes.

To unravel DNA methylation changes, we next performed RRBS of control and *Dppa3* OE ESCs to identify regions that are regulated by Dppa3. The RRBS analysis also revealed that the mCG levels were significantly reduced in *Dppa3* OE ESCs, mainly distributing at repeats, intron, and 3′UTR (Figure 3B). CpG island (CGI) showed the lowest levels of methylation difference between the *Dppa3* OE ESCs and the control ESCs, consistent with the fact that they are constitutively unmethylated in embryonic stem cells (Deaton and Bird, 2011). We specifically compared DMR (differentially methylated regions) methylation in *Dppa3* OE ESCs with that in the control ESCs. Approximate 60% of DMRs were methylated in control ESCs, and a lower proportion (30%) of methylated DMRs was found in the *Dppa3* OE ESCs (Figure 3C). DMRs were broadly distributed on all 19 autosomes (data not shown). The DMRs analysis identified 6,920 (98.2%) hypomethylated regions, whilst only 129 (1.8%) hypermethylated regions in *Dppa3* OE ESCs (Supplementary Tables S5, 6). We therefore focused on the hypomethylated DMRs (hypo–DMRs). The majority hypo–DMRs overlapped with repeat regions (∼2,900 regions, 41.91%). Only 6.36% of the regions mapped to the promoter (Figure 3D). The decrease in DNA methylation was particularly pronounced at LINE-1 (L1) elements. This widespread DNA hypomethylation was reminiscent for the global decrease in DNA methylation accompanying the 2CLCs reprogramming (Eckersley-Maslin et al., 2016). Next, we performed the gene ontology (GO) analysis using genes with differentially methylated promoters (DMPs). Among the hypomethylated DMPs (440), 97 genes (22%) were 2C-like genes (Figure 3E). These data strongly suggest that Dppa3 regulates DNA hypomethylation in ESCs, especially for 2C-like genes and retroviral elements.

### Ectopic Expression of *Dppa3* Increases DNA Damage Response in ESCs

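Transcripts of genes of homologous recombination, DNA damage signalling and the p53 response had medians near 0 in *Dppa3* OE ESCs. The lists used here are not the gene sets of the paper's GSEA, so they do not test its result. Of 47 homologous recombination genes, the median log2 fold change was 0.0 with the replicate pairs as a block, with 24 above 0. *Brca2*, which loads the recombinase onto broken DNA, was at 21.55 ± 0.69 FPKM in OE and 19.31 ± 0.32 FPKM in Con (SD, n = 2 each; log2 fold change 0.11, standard error 0.07, adjusted p = 0.776 from edgeR). *Pold2* and *Ssbp1* had log2 fold changes of -0.18 and -0.12 (adjusted p = 0.675 and 0.795). Of 37 DNA damage signalling genes the median was -0.01. *H2afx*, which encodes H2AX, was at 186.70 ± 14.08 FPKM in OE and 200.20 ± 7.35 FPKM in Con (log2 fold change -0.15, adjusted p = 0.651). *Cdc25a*, at -0.33 (adjusted p = 0.0591), lies on distal chromosome 9, where neighbouring genes were lower as well. It was at -0.573 to -0.0641 with 1 library left out and no block. Of 32 p53 target genes the median was -0.07 and 5 lay above 0, with *Btg2* at 0.20, *Plk3* at -0.18 and *Tgfa* at -0.25 (adjusted p = 0.686, 0.774 and 0.874).

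These 3 lists held 0 calls by edgeR with or without the block, and 0 by DESeq2 and limma. At an unadjusted p under 0.05 with the block there were 0 homologous recombination genes, *Atr* higher and *Cdc25a* lower among DNA damage genes, and *Rrm2b* higher among p53 targets. Adjusted over the list alone, *Cdc25a* was lower and the other 2 lists held 0 calls. By camera without the block, adjusted p-values were 0.738, 0.425 and 0.0721, each in the lower direction (0.833, 0.833 and 0.772 with an estimated correlation). Without OE-2, the p53 list passed as lower (adjusted p = 0.00126), and without OE-1 the DNA damage list did (adjusted p = 0.0412). The direction turned to higher, without passing, for the recombination list without Con-1 (0.681) or OE-2 (0.571), for the DNA damage list without Con-1 (0.332) or OE-2 (0.354), and for the p53 list without OE-1 (0.546). Preranked gene set enrichment analysis gave adjusted p-values of 1, 0.842 and 0.411, with recombination ranked toward higher genes (normalized enrichment score 0.34). Over all 3 pairs with the block, camera placed recombination and DNA damage genes lower (adjusted p = 0.0146 and 0.000129, and 0.593 and 0.538 with an estimated correlation). In the D7 pair the medians were -0.14 for recombination, -0.18 for DNA damage and 0.15 for p53 targets, at percentiles 0, 0 and 99.8 of 10000 matched random lists. These values concern transcripts and hold no measure of DNA breaks or of protein.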

Remarkably, by the GSEA analysis, DNA damage and recombination pathways were also enriched in *Dppa3* overexpression ESCs (Figure 4A). Recently, it has been reported that DNA damage is required for 2C-like cells’ induction in ESCs (Grow et al., 2021). p53 has been shown to be necessary for DNA damage-mediated Dux induction and the emergence of 2CLCs (Atashpaz et al., 2020; Grow et al., 2021). There are many sources of endogenous DNA damage in early embryos (Ziegler-Birling et al., 2009; Srinivasan et al., 2020), among which p53 has been found to be activated shortly after fertilization. p53 plays an important role in Dux activation and Dux targeted expression during ZGA, and the loss of p53 can lead to the reduction of endogenous fluctuating 2CLCs (Storm et al., 2014; Hendrickson et al., 2017; Grow et al., 2021). Phosphorylated H2AX (γH2AX) is also commonly used as a DNA damage response marker. To assess whether Dppa3 is responsible to DNA damage response, we performed immunofluorescence and western blot analysis of γH2AX and p53 in *Dppa3* OE and *Dppa3* KD ESCs. The immunofluorescence intensity and protein levels of γH2AX and p53 were both significantly increased following by *Dppa3* overexpression and decreased by *Dppa3* knockdown in ESCs (Figures 4B–D). Immunofluorescence results also indicated that Dppa3 closely co-localized with γH2AX (Figure 4C), demonstrating that Dppa3 promotes DNA damage response in ESCs.

**FIGURE 4:**
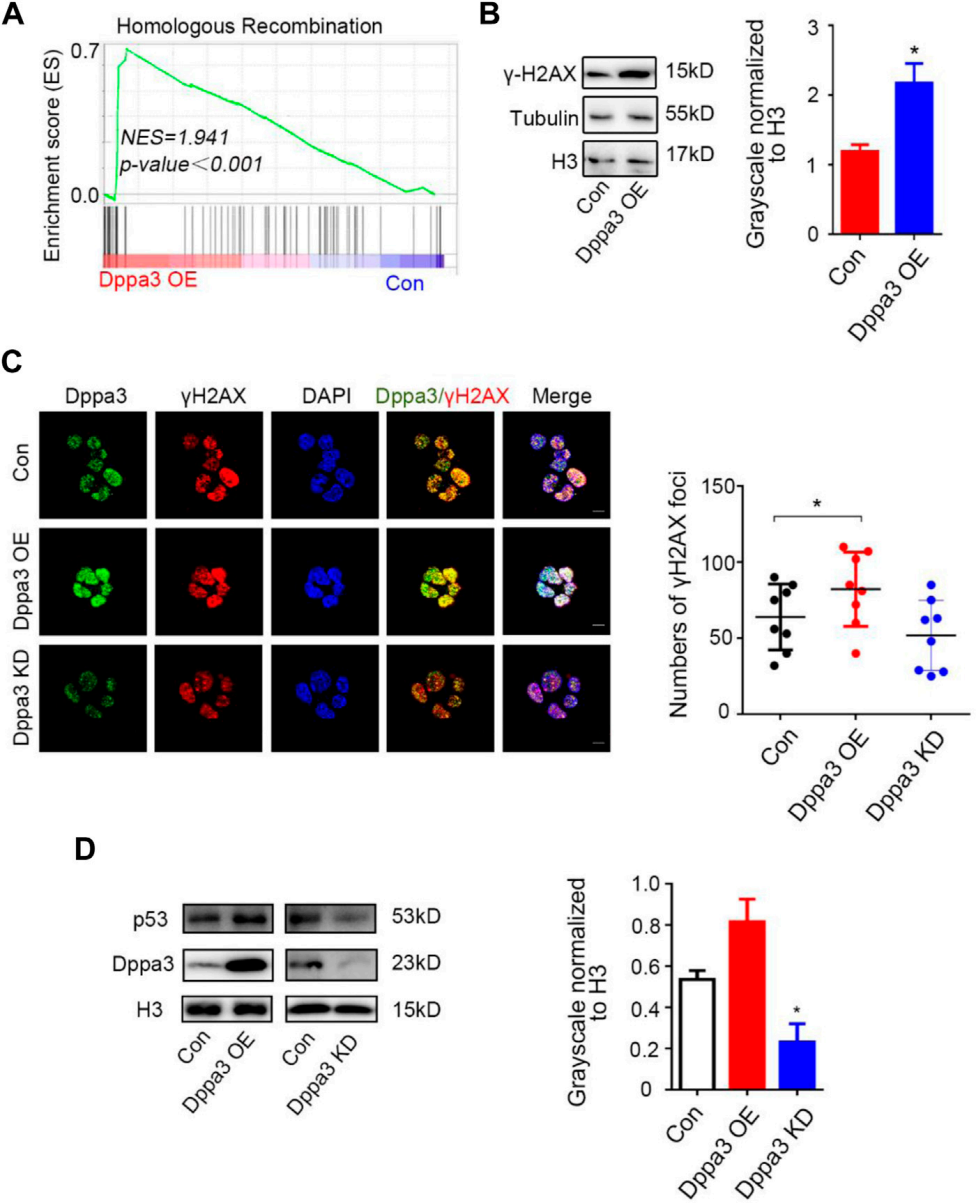
*Dppa3* induces DNA damage response in ESCs. **(A)** Gene set enrichment analysis (GSEA) indicating that upregulated genes in *Dppa3* OE ESCs are highly enriched in DNA recombination and repair pathway. **(B)** Western blot analysis of the level of γH2AX in *Dppa3* OE and control ESCs. Right: Quantification of relative γH2AX protein levels normalized to H3 by ImageJ software (*n* = 3; *p < 0.05). **(C)** Immunofluorescence analysis of γH2AX by staining for Dppa3 (green), γH2AX (red), and DAPI (blue) in *Dppa3* OE, *Dppa3* KD, and control ESCs. Scale bar = 10 μm. Right panel: Statistics of the number of γH2AX foci in each cell. The data are presented as mean ± SEM (*n* = 4; *p < 0.05; each dot corresponds to the numbers of γH2AX foci in each cell in one replicate experiment). **(D)** Western blot analysis of p53 in *Dppa3* OE, *Dppa3* KD, and control ESCs. Right: Quantification of relative p53 protein levels normalized to H3 by ImageJ software (*n* = 3; *p < 0.05).

### Dppa3 Facilitates the Chromatin Conversion to Resembling That of Two-Cell Embryos

DNA demethylation always couples with histone modification and chromatin configuration. Next, we profiled the chromatin accessibility of *Dppa3* OE ESCs by assay for transposase-accessible chromatin sequencing (ATAC-Seq) (Li et al., 2019; Yan et al., 2020). After peaks in each condition were called, regions of different ATAC sensitivities were identified. We identified 3,117 regions that gained an ATAC signal (ATAC gained) in *Dppa3* OE ESCs compared to that in Con ESCs. Furthermore, we found that *Dppa3* OE cells exhibited more extensive and specific opening of chromatin specifically at the 2CLCs-related gene set (Figure 5A). The *Zscan4* cluster has nine paralogous genes (including pseudogenes) located at heterochromatin (sub-telomere region). Three of them, *Zscan4c*, *Zscan4d*, and *Zscan4f*, encode full-length ORFs with 506 amino acids. 

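The *Zscan4* genes with values lie on chromosome 7 of GRCm38.p6 between 10900740 and 11402318. *Zscan4b* spans 10900740 to 10905050, *Zscan4c* 11005745 to 11010547, *Zscan4d* 11161643 to 11166148 and *Zscan4f* 11397915 to 11402318. *Zscan4a* and *Zscan4e* were not analysed here. *Zscan4f*, the most abundant, was at 37.04 FPKM in Con-1 and 52.03 in OE-1, at 64.66 in Con-2 and 94.65 in OE-2, and at 179.25 and 266.21 in the Con and OE libraries labelled D7. Each of the 4 genes was higher in the OE library than in its Con library in all 3 pairs, by 1.26-fold to 1.80-fold. The groups still overlapped, since *Zscan4b*, *Zscan4c* and *Zscan4f* in Con-2 lay above their levels in OE-1.

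With the pairs as a block, the log2 fold change of *Zscan4f* was 0.48 (standard error 0.08, adjusted p = 0.00523 from edgeR) and that of *Zscan4b* 0.49 (standard error 0.10, adjusted p = 0.0307), from 25.01 ± 8.00 to 36.88 ± 15.97 FPKM (SD, n = 2 each). With the same block, adjusted p-values for *Zscan4f* and *Zscan4b* were 0.0972 and 0.661 from DESeq2, which called neither, and 0.0117 and 0.0313 from limma. Log2 fold changes in the fit without the block depended on single libraries, from 0.0425 without OE-2 to 0.882 without Con-2 for *Zscan4f* and 0.0386 without OE-2 to 0.868 without OE-1 for *Zscan4b*. Over all 3 pairs the adjusted p-values were 0.0908 and 0.194. An exact permutation test that ignores the pairs gave p = 0.667 for both genes over 4 libraries and 0.6 over 6 (two-sided; the smallest possible are 0.33 and 0.1). The spread between pairs was larger than the difference between OE and Con, as levels in the D7 pair exceeded those in pair 1 several times over.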

Through the analysis of RNA-seq, we found that *Dppa3* overexpression elevated the transcription level of *Zscan4* (Figure 5B; Figure 1D). *Zscan4* was activated after *Dppa3* overexpression in ESCs and has been identified by prior studies as the marker of the 2C-like states (Figure 1). Our ATAC-Seq results also indicated that *Zscan4* elements are ATAC signal-enriched loci in *Dppa3* OE ESCs (Figure 5C). Like *Zscan4*, *MERVL* elements*,* which are located near the heterochromatin regions, are also ATAC signal-enriched loci in *Dppa3* OE ESCs, further suggesting that *Dppa3* facilitate the epigenomic remodeling especially for the heterochromatin (Figure 5D). *Dppa3*-induced 2C-like cells exhibited an extensive and specific opening of chromatin at *MERVL* and *Zscan4* elements, which are specifically expressed in 2C stage embryos to regulate 2CLCs conversion (Hendrickson et al., 2017).

**FIGURE 5:**
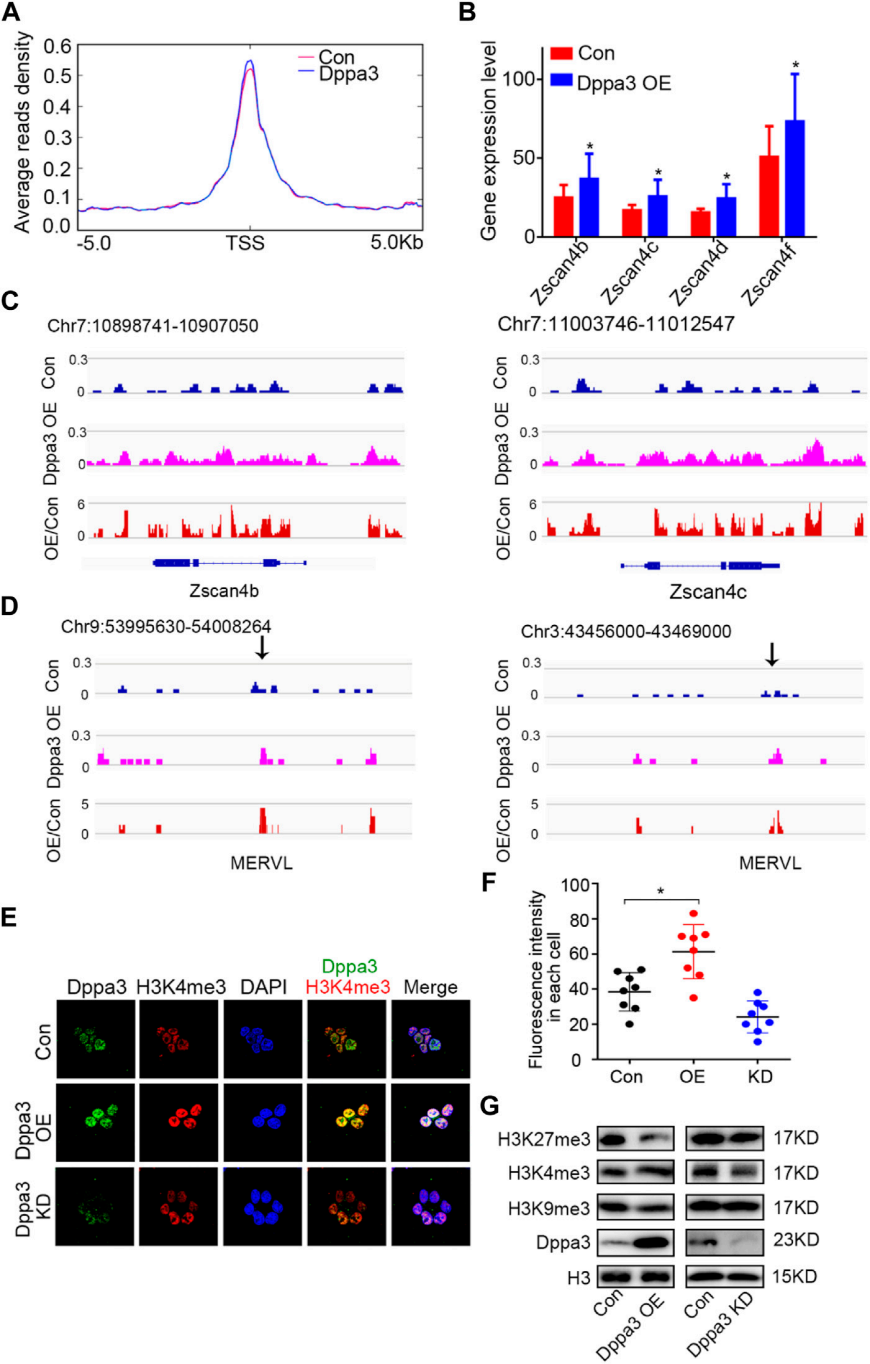
*Dppa3* facilitates the chromatin conversion to resembling that of two-cell embryos. **(A)** Average density of ATAC-Seq reads around TSSs (±5 kb) for the 2C related gene set. The red line represents the signal distribution of ATAC in 2C-specific genes set in Con group, the blue line represents the signal distribution of ATAC in 2C-specific genes set in the *Dppa3* OE group. **(B)** Expression of *Zscan4b*, *Zscan4c*, *Zscan4d*, and *Zscan4f* in *Dppa3* OE ESCs compared to those in Con ESCs. **(C,D)** Genome browser view of the distribution of ATAC-Seq signals at the 2C-related genes in *Dppa3* OE and Con ESCs. Shown are *Zscan4* (at Chr7) **(C)** and *MERVL* (at Chr3 and Chr9) **(D)**. **(E)** Immunofluorescence of H3K4me3 (red) and Dppa3 (green) in *Dppa3* OE, *Dppa3* KD, and control ESCs. Scale bar = 10 μm. **(F)** Quantification of numbers of H3K4me3 foci in *Dppa3* OE and Con ES cells (n = 4; *p < 0.05; each dot represents the fluorescence intensity in each cell in one replicate experiment). **(G)** Western blot analysis of histone modifications in *Dppa3* OE, *Dppa3* KD, and control ESCs.

In previous observations, non-methylated CpG chromatin was usually enriched with H3K4me3. In the two-cell embryonic stage, the number of H3K4me3-marked promoters increased dramatically, and many promoters retained this modification in the following stages till the blastocyst stage. So, we next investigated the histone modification in *Dppa3* OE ESCs. Initially, we examined the H3K4me3 by immunofluorescence, which revealed that the global levels of H3K4me3 were increased in *Dppa3* OE ESCs (Figures 5E,F). Consistent with this, *Dppa3* knockdown reduced the H3K4me3 modification (Figures 5E,F). Furthermore, Dppa3 had a negative regulation on heterochromatin markers, such as H3K9me3 and H3K27me3 (Figure 5G), further indicating that Dppa3 promotes epigenetic remodeling in ESCs. Together, these data demonstrate that Dppa3 facilitates DNA hypomethylation in ESCs and induces ESCs acquiring chromatin accessibility at *Zscan4* and *MERVL* elements promoting 2C-like genes expression and 2CLCs conversion (Figure 6) (Eckersley-Maslin et al., 2016; Zhang et al., 2021).

**FIGURE 6:**
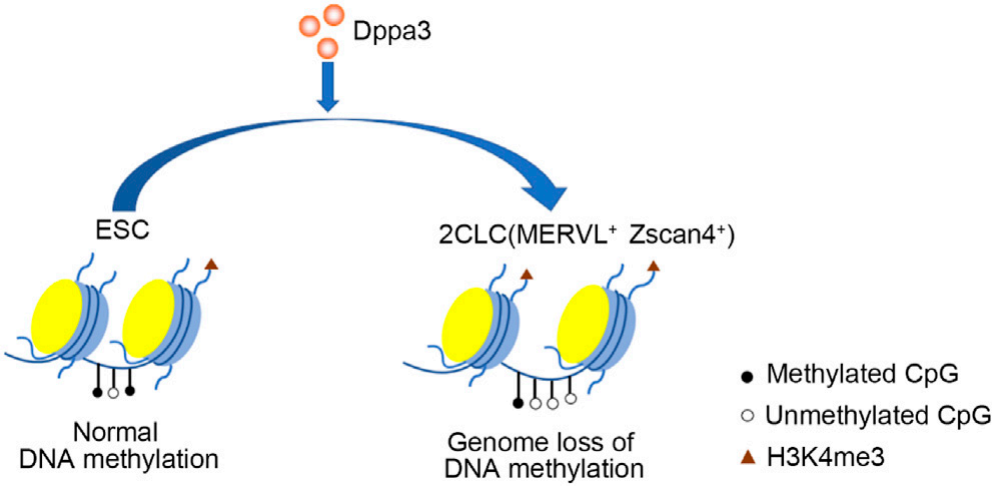
A model illustrating Dppa3-mediated DNA demethylation and 2C-like genes activation in ESCs. Dppa3 promotes chromatin remodeling, DNA hypomethylation, activates 2C-specific genes and facilitates 2CLCs conversion.

## Discussion

The 2C-like state of ESCs recapitulates key aspects of the two-cell stage mouse embryo both phenotypically and molecularly (Eckersley-Maslin et al., 2018), which provides a cellular model to investigate the progress of ZGA. A main finding of this study is that Dppa3 promotes 2CLCs reprogramming in ESCs. Dppa3 is a maternal inherit factor, lacking of which in oocytes, results in development defects before implantation, suggesting a key role of Dppa3 in early embryonic development (Payer et al., 2003; Bortvin et al., 2004; Nakamura et al., 2007). However, the molecular functions and mechanisms of Dppa3 in the regulation of 2CLCs conversion are not well demonstrated. To address this question, we generated and characterized *Dppa3* OE and KD ESCs, and found that *Dppa3* promotes the 2C-like gene expression. Dppa3 is required for DNA demethylation of repeat regions and maintenance of chromatin configuration at 2C-like genes. Collectively, the results indicate that Dppa3 promote locus-specific demethylation and facilitate 2C-state conversion.

In mice, two-cell embryos are really totipotent cells that can develop into embryos and all the supporting extra-embryonic tissues (Rossant and Tam, 2017), but this kind of totipotent state is a transient state, which is difficult to carry out experimental research (Macfarlan et al., 2012). 2CLCs with the characteristics of two-cell embryonic cells and multidirectional differentiation potential found in ESCs culture are an excellent model for investigating ZGA. Previous studies of 2CLCs revealed some factors that mediate the activation of ZGA. As a development-related factor, Dppa3 is heterogenetic expressed in ESCs. The expression of Dppa3 increased in the naive state ESCs (Sang et al., 2019). Ogawa *et al.* found that when reprogramming via somatic nuclear transfer to produce cloned embryos, a large number of embryos were blocked in the two-cell embryonic stage, and these cells were characterized by a low *Dppa3* expression (Ogawa et al., 2015). Entry into the two-cell embryo is accompanied by DNA demethylation (Ishiuchi et al., 2015; Eckersley-Maslin et al., 2016). 2CLCs also have a distinct transcriptome profile, more accessible chromatin, reduced DNA methylation, and fewer repressive marks (Eckersley-Maslin et al., 2016; Eckersley-Maslin et al., 2018; Rodriguez-Terrones et al., 2018; Genet and Torres-Padilla, 2020). The molecular functions of Dppa3 on DNA methylation are well demonstrated in zygotes and oocytes (Nakamura et al., 2012; Li et al., 2018). Dppa3 also drives global DNA demethylation in ESCs (Mulholland et al., 2020), but little is known in 2CLCs. Our methylome analysis of *Dppa3* OE ESCs revealed 6,920 hypo-DMRs, only 129 hyper-DMR were detected. Moreover, Dppa3-dependent hypo-DMRs are enriched at 2C-like genes. Activation of 2C-like genes in *Dppa3* OE ESCs might rather reflect a role of Dppa3 during the early two-cell stage in regulating DNA methylation. 2CLCs display higher levels of some histone modifications associated with transcriptional activation. In addition, 2CLCs are similar to embryonic cells of the two-cell stage with a highly loose chromatin structure (Macfarlan et al., 2012; Ishiuchi et al., 2015; Genet and Torres-Padilla, 2020). H3K4me3 is known to form atypical broad domains in mouse two-cell stage embryos, and is essential for ZGA progress (Dahl et al., 2016). Our ATAC-Seq analysis showed that 2C-specific genes have a more open chromatin configuration in *Dppa3* OE ESCs, suggesting that Dppa3 can induce the production of 2CLCs by promoting the chromatin opening of 2C-related genes.

Studies have shown that *Zscan4* and *MERVL* are the key characteristics of the two cell embryos (Macfarlan et al., 2012). Zscan4 can promote the repair of DNA damage and the correction of chromosomal abnormalities, and plays a crucial role in maintaining genome and chromosomal integrity before embryo implantation (Ko, 2016). However, during pre-implantation development, RNA and protein products of Zscan4 were not detected in oocytes or zygotes, but were abundant in late-stage two-cell embryos (Falco et al., 2007), suggesting its expression is regulated by some maternal factors. *Dppa3* is expressed in the oocyte at both mRNA and protein levels, indicating a role of Dppa3 during the two-cell stage development and ZGA. Using overexpression and knockdown of *Dppa3* in ESCs, we found that Dppa3 activates the 2C-like gene expression, including *Tcstv1/3*, *Zscan4,* and *MERVL*, indicating a positive regulation of *Dppa3* in 2CLCs conversion and ZGA.

## Conclusion

Collectively, the data presented here demonstrate another previously unknown role for Dppa3 in the early embryo contributing to the two-cell stage genes’ activation. Dppa3 activates ZGA-specific gene expression and promotes the 2CLCs conversion.

## Materials and Methods

### Cell Culture

Mouse ESCs (J1 or D3) were all cultured in high glycose DMEM (HyClone) supplemented with 15% fetal bovine serum (HyClone), 2 mM l-glutamine (Gibco), 5,000U/mL penicillin and streptomycin (Gibco), 0.1 mM NEAA (Gibco), 0.1 mM 2-mercaptoethanol (CAS No. 60-24-2, Sigma), and 1,000U/ml LIF (ESG1107, Millipore Crop) at 37 °C in 5% CO2 incubator.

### Generation of Dppa3 Overexpression ES Cells

Murine *Dppa3* CDS was cloned into expression vector pLch3.7 (CAG promoter). pLch3.7–*Dppa3* and empty vectors (served as control) were transfected into ESCs by Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instructions. After 2 weeks selection (1.5 μg/ml puromycin), *Dppa3* overexpression (*Dppa3* OE) ESCs colonies were picked and cultured in the ESCs culture medium for stable *Dppa3* OE ESCs lines. ESCs were transfected with pLch3.7-*Dppa3* or empty vectors and then selected by puromycin (2 μg/ml) for 24 h, which were used as transient *Dppa3* overexpression ESCs.

### Generation of *Dppa3* KD ES Cells by RNA Interference

Control (Con) and shRNA sequences (Supplementary Table S3) against *Dppa3* mRNA were used for the *Dppa3* knockdown (*Dppa3* KD) experiment. The sequences were cloned into pSIREN-RetroQ vector (Clontech). The reconstructed pSIREN-RetroQ vectors were then transfected into ESCs using Lipofectamine 2000 (Invitrogen). The cells were then cultured by the non-penicillin or streptomycin culture medium for 2 days. ESCs were then selected by puromycin (1.5 μg/ml) for 24 h, and positive clones were next used in the experiment.

### Flow Cytometry Analysis

To analyze the endogenous Zscan4 expression profile (percentage of Zscan4^+^ cells and fluorescence intensity), ESCs were collected and washed with cold PBS, then fixed in cold 4% PFA, permeabilized in 0.1% Triton X-100 in blocking solution (4% BSA in PBS) for 30 min, washed three times, and left in the blocking solution for 1 h. ESCs were incubated 1 h at room temperature with the primary antibody against Zscan4 (1:1000, Millipore), washed three times, and incubated for 30 min with secondary antibodies, FITC goat anti-rabbit IgG (1:1000, Beyotime). Samples were washed three times with PBS and the FACS analysis was performed using a FACSAria Flow Cytometer (BD Biosciences).

### Immunofluorescence Staining

ESCs were fixed in 4% paraformaldehyde for 30 min at room temperature and then permeabilized with 0.1% Triton X-100 for 30 min. Then cells were blocked in 10% goat serum for 1 h at room temperature. Primary antibodies against Dppa3 (1:200; R&D systems, MAB2566), Zscan4 (1:1000, Millipore, AB4340), H3K4me3 (1:1000, Abcam, ab8580), γH2AX (1:1000, Cell Signaling Technology, 80312), and 5mC (1:200, Abcam, ab10805, the cells were treated with 2 M HCl for 30 min, then neutralized with Tris-HCl of pH 8.0) were diluted in 1% normal serum (v/v) and incubated overnight at 4 °C and detected with the respective secondary antibodies including Alexa Fluor 594 secondary antibody (1:500; Proteintech, SA00006-4), Alexa Fluor 647 secondary antibody (1:500; Abcam, ab150159), Alexa Fluor 555 secondary antibody (1:500; Beyotime, A0460) at room temperature for 1 h and labeled with DAPI (Sigma) to visualize the nuclei. Sample images were captured using laser scanning confocal microscopy.

### RNA Extraction and Real-Time PCR Analysis

Total RNA was prepared using TRIzol (Invitrogen) and samples were treated with DNase (DNA-free, Ambion) following the instructions. 2 μg RNA was reverse-transcribed using the first-strand cDNA Synthesis System (Roche) with oligonucleotides. Real-time PCR was performed using the TransStart Green qPCR SuperMix Kit (TransGen Biotech). All quantitative PCR (qPCR) reactions were performed in the Opticon® System (Bio-Rad). Primer sequences are listed in Supplementary Table S2. The expression level of genes was determined from the threshold cycle (CT), and the relative expression levels were normalized to the expression of *18S* ribosomal RNA, respectively, and calculated by the 2^−ΔΔCT^ method as described in the literature.

### Western Blot

ESCs were harvested and lysed in the Western lysis buffer (Beyotime). For Western blots, Samples were boiled at 95 °C for 10 min with 1×SDS sample buffer before loading onto 4–20% Tris-glycine gels (Bio-Rad). Resolved proteins were transferred to the polyvinylidene difluoride membrane (0.25 mm pore, Millipore). Membranes were then blocked for 1 h in 1% casein prepared in Tris-buffered saline and 0.1% Tween-20 (TBST) before blotting with respective primary antibodies diluted in TBST, overnight at 4 °C. Blots were washed three times with TBST and incubated with the secondary antibody in the same buffer for 1 h at room temperature. Post three TBST washes, the membranes were imaged on an automatic chemiluminescence image analysis system. Quantitation of signal and analysis was performed using the ImageJ software. The following primary antibodies were used: anti-Dppa3 (1:1000, Abcam, ab19878), anti-H3 (1:5000, Abcam, ab1791), anti-γH2AX (1:1000, Cell Signaling Technology, 80312), anti-Zscan4 (1:1000, Millipore, AB4340), and anti-Tubulin (1:10,000, Proteintech, 66031-1-Ig). The following secondary antibodies conjugated to horseradish peroxidase were used: goat polyclonal anti-rabbit IgG (Bio-Rad), and rabbit polyclonal anti-mouse IgG (Sigma, 1:5000).

### RNA-Seq

ESCs were harvested and total RNA was extracted using TRIzol (Invitrogen). Quality control of the extracted RNA, construction of an RNA-sequencing library and sequencing on BGISEQ-500 was performed at Shenzhen Genomics Institute (BGI). For the bioinformatics analysis, the clean reads were mapped to the Mus musculus mm10 reference genome using Bowtie2. Reads were assigned and counted to genes using the RSEM. Functional enrichment (GO annotation, KEGG, and GESA) of gene sets with different expression patterns was performed using cluster Profiler and GSEA (R version 4.1.0), respectively. Scatter plots were generated using Excel to graphically reveal genes that differ significantly between two samples. The RNA-seq data have been uploaded in GEO (GSE number: 197967).

### ATAC-Seq

After the ESCs were counted, they washed once with 50 ml of cold PBS. The nuclei from 100,000 ES cells were lysed in 50 μL of lysis buffer (10 mM Tris–HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl2 and 0.1% NP-40). Immediately after lysis, the nuclei were spun at 500×g for 5 min to remove the supernatant. Nuclei were then incubated with Tn5 transposase and segmentation buffer (Illumina) at 37 °C for 30 min. After segmentation, the transposed DNA was purified with a Min Elute kit (Qiagen). Samples were then amplified by PCR. Post-PCR clean-up was performed by adding 1.2 volume of AMPure XP bead (Beekman). Library concentration was measured with Qubit. Library integrity was checked by the Agilent bioanalyzer, and 75 bp single-read sequencing was performed using an Illumina HiSeq 2,500 platform per standard operating procedures.

### Reduced Representation Bisulfite Sequencing

DNA concentration was measured using Qubit® DNA Assay Kit in Qubit® 2.0 Flurometer (Life Technologies). A total amount of 5.2 μg genomic DNA from each sample was digested using MspI (New England Biolabs, United States ), followed by end repair and adenylation. Cytosine-methylated barcodes were ligated to DNA following the manufacturer’s instructions. Fragments with the 40–220 bp size were selected by gel electrophoresis, purified, and bisulfite-treated using EZ DNA Methylation-Gold Kit (Zymo Research, United States ). The bisulfite converted DNA was then PCR amplified by KAPA HiFi HotStart Uracil + ReadyMix (2X). Library concentration was quantified by Qubit® 2.0 Flurometer (Life Technologies) and the insert size was assayed on an Agilent Bioanalyzer 2,100 system (Agilent Technologies, United States ). The library preparations were sequenced on an Illumina Hiseq (High Output Mode).

### Statistical Analysis

All presented results were obtained from at least three independent experiments for each condition. Data are expressed as mean ± SEM. Statistical analyses were performed by one- or two-way analysis of variance using GraphPad Prism software. Differences were considered statistically significant at *p* < 0.05.

## Data Availability

The original contributions presented in the study are included in the article/Supplementary Material, further inquiries can be directed to the corresponding authors.

# Supplementary material for: Maternal Factor Dppa3 Activates 2C-Like Genes and Depresses DNA Methylation in Mouse Embryonic Stem Cells
**Source:** Front Cell Dev Biol. 2022 Jun 3;10:882671. doi: 10.3389/fcell.2022.882671
**Supplement:** Supplementary file 4

Supporting Information ：

**Maternal factor Dppa3 activates 2C-like genes and depresses DNA methylation in mouse embryonic stem cells**

**Zhang *et al.***

**The Following Files are Included:**

**Supplementary Figures and Legends**

**Supplemental Figure 1**

**Supplemental Figure 2**

**Supplemental Table 1 *Dppa3* overexpression sequences**

**Supplemental Table 2 Primers used for quantitative RT-PCR**

**Supplemental Table 3 Interference Sequences**

**Supplemental Table 4 Differentially expressed genes in Dppa3 OE vs Con ES cells**

**Supplemental Table 5 Hypomethylated DMR in Dppa3 OE ES cells vs Con ES cells**

**Supplemental Table 6 Hypermethylated DMR in Dppa3 OE ES cells vs Con ES cells**

**Supplemental Figures:**

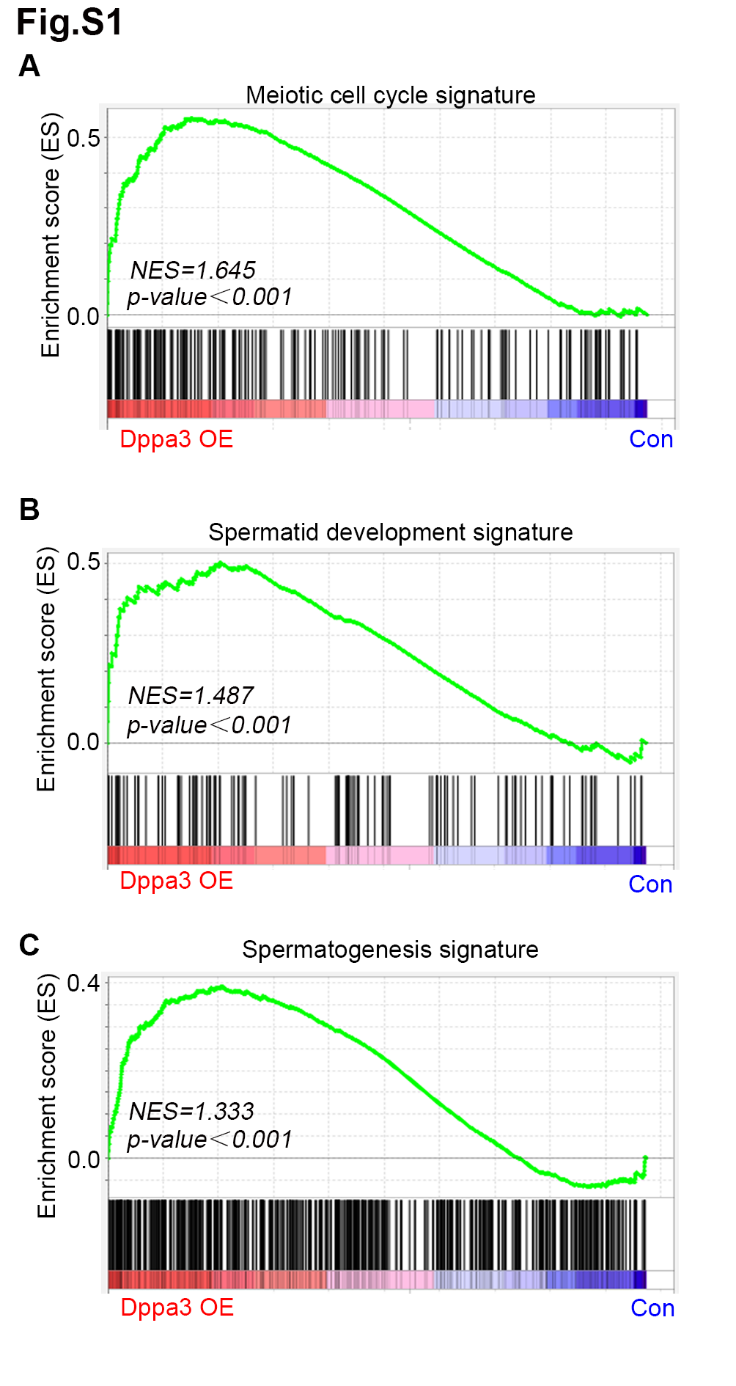

**Supplemental Figure 1:** GSEA indicating that upregulated genes in *Dppa3* OE ESCs were highly enriched in the meiotic cell cycle signature (**A**), spermatid development signature (**B**), and spermatogenesis signature gene set (**C**). Red, upregulated genes; blue, down regulated genes.

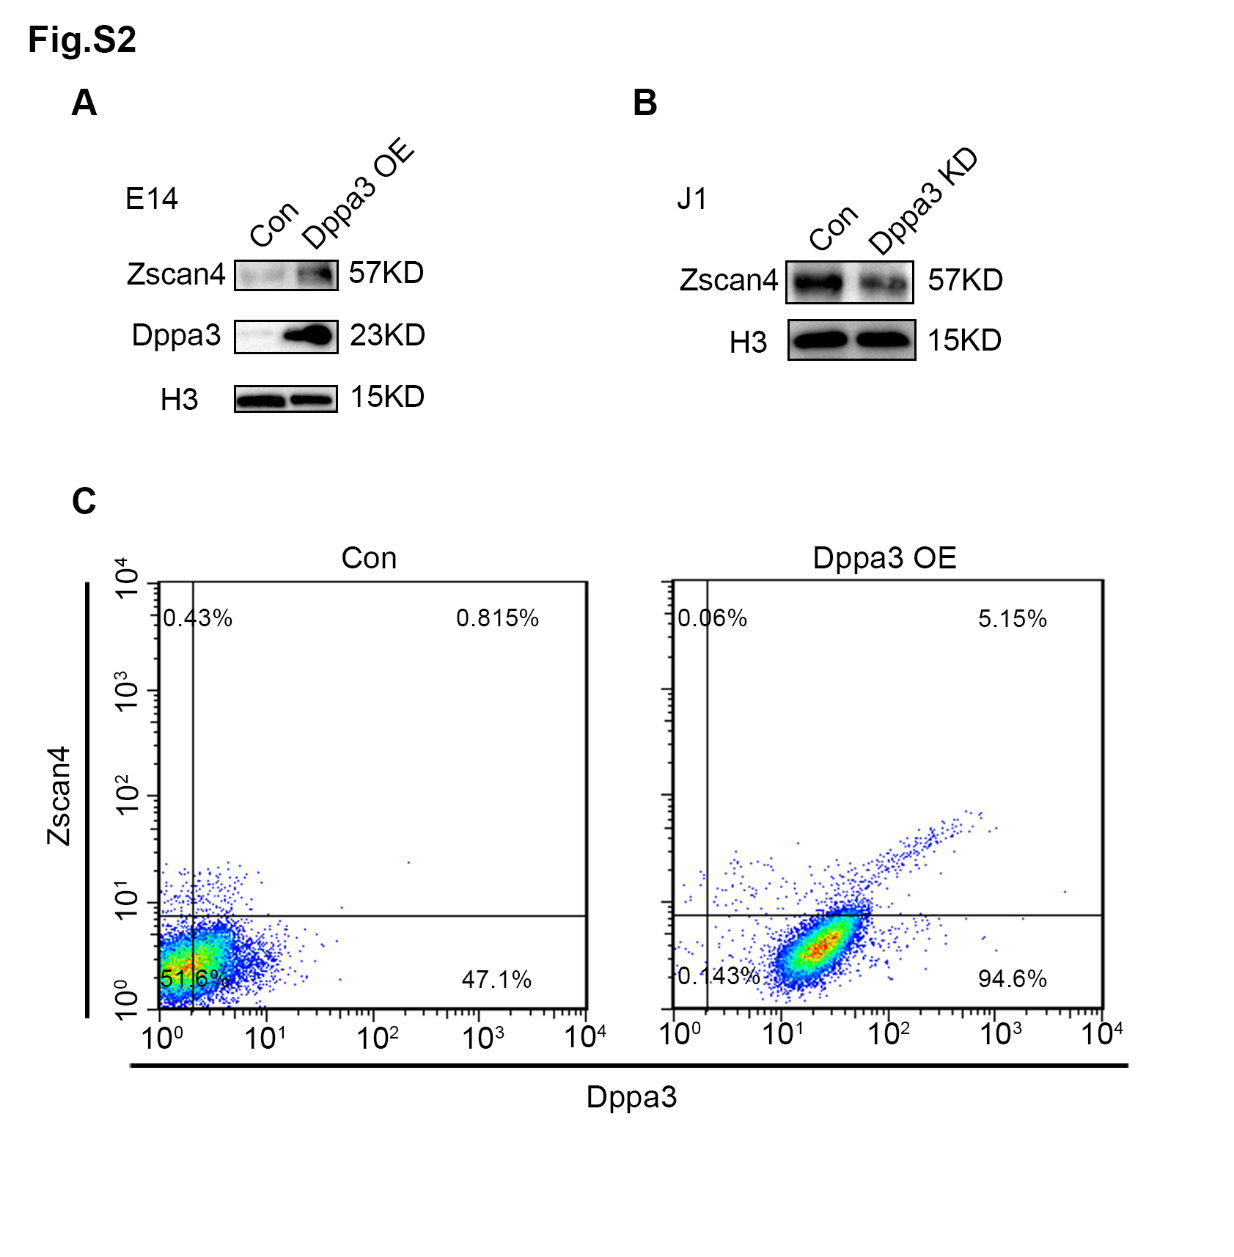

**Supplemental Figure 2:** **(A-B)** Western blot analysis of Zscan4 protein level in transient Dppa3-plasmid transfection in E14 **(A)** and J1 **(B)** ESCs. **(C)** FACS profiles of Zscan4^+^ and Dppa3^+^ ESCs population in transient Dppa3-plasmid transfection in D3 ESCs. ESCs were transfected with pCMV6--*Dppa3* and empty vectors (served as control). After 2 days, the cells were screened by Neomycin (1.2 mg/ml) for 24 hours and then used for FACS analysis.

**Supplemental Table 1 *Dppa3* overexpression sequences**

| Name | Sequence |
| --- | --- |
| *Dppa3* -F | CTAGCTAGCTGCTAATTGGGTCTTGG |
| *Dppa3* -R | ATACGATATCGAGGCTTCTAAACTTCACAT |

**Supplemental Table 2 Primers used for quantitative RT-PCR**

| Gene | Forward | Reverse |
| --- | --- | --- |
| *Dppa3* | CGGGACAGTGAGCCATTC | ACAGCCAGGGCAGCGTA |
| *18S* | GTAACCCGTTGAACCCCATT | CCATCCAATCGGTAGTAGCG |
| *MERVL* | ATCTCCTGGCACCTGGTATG | AGAAGAAGGCATTTGCCAGA |
| *MuLV* | GGCGCCCCGTACAAGATTTCATA | GATAACGGGCCTGCCTTCACCTC |
| *LINE1* | ATGGCGAAAGGCAAACGTAAG | ATTTTCGGTTGTGTTGGGGTG |
| *IAP-Gag* | AATCTCAGAACCGCTCCATGA | TTTCTTAAAATGCCCAGGCTTT |
| *Zscan4* | AGTGCTTGAAGCCTCCTGTC | GCCTTGTTGCAGATTGCTGT |

**Supplemental Table 3 Interference Sequences**

| Name | Sequences |
| --- | --- |
| *Dppa3* | GAAACTCCTCAGAAGAAAGAT |
| Scrambled | GCGTTCAATTAGCAGACCA |

How the deposited data were processed for this re-analysis (not part of the article)

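Messenger RNA was measured in 6 libraries of mouse ESCs, 3 of Con ESCs and 3 of *Dppa3* OE ESCs. Libraries 1 and 2 of each group were compared as in Supplementary Table S4, and the pair labelled D7 was given its own condition. No source explains that label, and the table heads the averages of the other libraries D0. The ESC line used for RNA-seq is not named in the paper's text. The authors had the libraries made and sequenced on BGISEQ-500, mapped the reads with Bowtie2 and deposited estimated counts per gene from RSEM, not normalized. The authors also deposited FPKM values, normalized for transcript length and depth, with 2 decimals. The submitters' notes name HISAT and GRCm38.p6 in place of Bowtie2 and mm10, and neither source gives versions. The count columns of the D7 pair are headed as averages but hold whole and fractional values like the others. Reads were not available here, and mapping and counting were taken as deposited. Of the genes in the table, 19340 matched the reference by gene number and 19259 were mRNA, 11 had no symbol, and 26 symbols that a spreadsheet had turned into dates were restored from the gene number. The FPKM values of the 650 genes of Supplementary Table S4 differed from the deposited ones by at most 0.

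Estimated counts ranged from 17408954 to 18176939 per library. The design, set before the data were examined, assumed a table of FPKM to be tested with limma and named edgeR in case counts were deposited. Counts were deposited, so the rounded counts were tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood F test, R 4.3.3), with factors of 0.944 to 1.05. Genes with a mean FPKM of at least 0.5 over the libraries of a fit were kept, 13494 genes for 4 libraries and 13809 for 6. An adjusted p under 0.05 (Benjamini-Hochberg) was the threshold. Comparisons were OE with Con over 4 libraries, OE with Con over 6 libraries with the D7 label as a term, the D7 pair with the other 4 libraries with genotype as a term, and the difference in the OE effect between them. Exact permutation tests of single genes used log2 of FPKM plus 0.5.

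Pairing was checked on TMM-normalized log2 counts of 12565 genes with a mean FPKM of at least 1, as deviations from the mean of the libraries of the same genotype. Deviations of Con and OE libraries of the same number correlated at 0.87, 0.74 and 0.88, and with other libraries of the opposite group at -0.03 or below, though deviations from a group mean of 3 are held to sum to 0. No source states that libraries of the same number were handled together. The strain labels of the samples differ for each of the 6, but run in sample order and may be a spreadsheet fill. The common biological coefficient of variation was 0.283 without the replicate pair as a block and 0.0804 with it over 4 libraries, and 0.24 and 0.0985 over 6. A gene is said to have risen or fallen where it passed in the blocked fit, and the result without the block is given beside the counts. The block leaves few residual degrees of freedom, and its dispersions lean on values shared across genes. On simulated data over 4 libraries, 1.5-fold, 2-fold and 4-fold changes were recovered in 1.5%, 4.5% and 65.2% of genes without the block and in 59.7%, 88.1% and 100.0% with it, with 10 false calls in each. The shares with the block hold only if libraries of the same number do form pairs. The difference in the OE effect between the D7 pair and the other libraries was recovered in 0.0% of genes at each size. A count of 0 there thus carries no weight.

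Gene lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated correlation, with fry, and with fgsea 1.28.0. They covered 2-cell genes, naive and core pluripotency, primed and early lineage, primitive endoderm, trophectoderm, fibroblast and feeder genes, meiotic, spermatid, promoter-methylated and X-linked germline genes, oocyte genes, imprinted genes, homologous recombination, p53 targets, DNA damage signalling, DNA methylation and ERV silencing, interferon response, amino acid and ER stress, immediate early genes, the Y chromosome, histones, and Wnt, Fgf and Notch signalling. They were fixed before the deposited table was opened, but after Supplementary Table S4 had been read. A list of the mitochondrial genome matched 0 of its 26 genes. With an estimated correlation no list passed in the OE, D7 or pair comparisons. Few libraries are left to estimate it from, so a call lost there does not decide about a list. In the D7 pair, without replicates, a list's median log2 ratio was set against 10000 random lists matched on expression. Such lists do not allow for genes that vary together, so the percentile does not test an OE effect. Genes by position were compared in windows of 10 Mb with at least 15 genes of FPKM 3 or more.

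Named genes followed a rule set before the deposited table was opened, when values of Supplementary Table S4 had been seen. It took every gene the paper names for its RNA-seq, the 8 largest increases and decreases past the threshold (or, where fewer passed, those of smallest p), the 3 genes of smallest p in each list, and the 8 largest increases and decreases in the D7 comparison. The rule was applied to the fit without the block, and the part on the largest increases and decreases was repeated with it. *Atr*, *Rrm2b*, *Stc2*, *Mest*, *Hist1h2ad*, *Alb*, *Afp*, *Col1a1*, *Col1a2*, *Col3a1*, *Sparc* and *Vim* fall outside it and were chosen after values were seen.

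Alternatives were DESeq2 1.42.0, limma on log2 FPKM with pseudocounts of 0.5, 0.1 and 1, median and quantile scaling, no filter and a filter at FPKM 1, an unadjusted p under 0.05 with a 1.5-fold change, the replicate block, and leaving out each library. Fits of OE with Con that leave out 1 library had no block, so the difference between pairs enters their OE effect. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest. Transposable elements were left out, since the table holds genes alone. Bisulfite, ATAC, knockdown, protein and imaging data were left out, since no file of theirs was available beyond the supplementary lists of regions.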

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

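The tests of chromosome copies, of fibroblast genes and of the naive state given here were chosen after the result was seen.

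The libraries labelled D7, on which the paper's text does not report, differed from the other 4. Against them, 935 genes were higher and 422 lower (edgeR, genotype as a term, n = 2 against 4), with 2258 and 1864 at an unadjusted p under 0.05. *Krt7* was at 39.13 and 74.79 FPKM in the Con and OE library labelled D7 (log2 fold change 5.64, adjusted p = 0.00222) and *Tagln* at 63.49 and 99.78 (5.99, adjusted p = 0.00222), while *Gbx2* was at 0.93 and 0.92 (-3.79, adjusted p = 0.00605), *Inhbb* at -3.74, *Nkx6-3* at -3.36, *Gm33049* at -3.46, *Ntn1* at -2.81, *Spry4* at -2.73 and *9330159F19Rik* at -2.67. *Hist2h2aa2* was listed at 0 in both. Con and OE libraries of the same number were alike, so this sets 1 pair against 2 rather than independent libraries, and pairs 1 and 2 alone differed in 3511 higher and 3425 lower genes. The counts rest on single libraries: without OE replicate 3 they were 0 and 0, without Con replicate 3 28 and 0, without OE replicate 1 361 and 68, without OE replicate 2 307 and 58, and without Con replicate 2 1615 and 918.

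On what sets the D7 pair apart, a loss of the naive state is a candidate explanation: the naive list had a median log2 change of -0.66 (0 higher, 9 lower; 1 and 14 when adjusted over the list alone), and the primed, endoderm and trophectoderm lists 0.90, 1.50 and 2.96, though the camera calls were lost with an estimated correlation (adjusted p = 0.402 to 0.42). Fibroblast or feeder cells cannot be told apart from this, since *Col1a1*, *Col1a2* and *Col3a1* had a median of 5.95 (*Col1a1* at 37.98 and 129.05 FPKM) but *Sparc* and *Vim*, already abundant in the other libraries, were at -0.17 and -0.33. RNA or reads from adult organs also stay open. *Alb* was at 23.13 and 31.84 FPKM, 96.4 and 63.7 times *Afp*. *Scgb1a1*, *Kap*, *Mup7*, *Mup10*, *Mup15*, *Mup19*, *Gm21320* and *Serpina1e*, several of them close copies that share reads, were listed at 0 in the other 4. Without the listed organ genes, 910 genes were higher and 422 lower. Added reads would lower all other genes alike, a shift that TMM normalization takes out. The median log2 change of -0.03 over all genes thus cannot show it. Whether organ RNA bears on the 422 lower genes was not tested. Of 31 liver, kidney and lung genes listed before their values were looked at, 77.4% were higher in both D7 libraries than in each other library (23.6% of all genes), short of the 80% set beforehand. Counting genes listed after values were seen as well, that share was 90.2% of 41 liver, 88.9% of 9 kidney and 75.0% of 8 lung genes. For 3 pancreas, 4 testis, 2 skeletal muscle and 2 brain genes, all listed after values were seen, the share was 0.0%. What the label stands for was not tested, and a culture difference stays open.

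Genes of Supplementary Table S4, which does not include the D7 pair, were also read in that pair. Shares of table genes include those under the FPKM filter and shares of all genes do not, so they are not over like sets. Of 476 genes higher in the table, 66.0% were higher in OE (54.5% of all genes; median log2 ratio 0.26 over the 371 with a mean FPKM of at least 0.5, above all 10000 random lists), and of 174 lower ones 51.7% were lower (45.1% of all genes; median -0.05 over the 85 with such a mean, percentile 0.3).

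Genes of distal chromosome 9 (104 genes, 108479847 to 124442903 of GRCm38.p6), which the paper does not discuss, were lower in OE in all 3 pairs, with a median log2 ratio of -0.184 over the pairs, and 61.5% of them below 0 in each pair (15.4% of all genes). Lists matched on GC content, length and expression reached -0.053 at the lowest of 10000, which argues against those properties. A response of a few genes is argued against by 81.7% of segment genes below 0 in the third pair (50.0% of all genes), which did not set the boundary. The shares in pairs 1 and 2, on which the boundary was set, were 83.7% and 82.7% and carry no such weight. The median was -0.117 in segment genes not past an unadjusted p of 0.05, a limit that removes the most changed genes. A segment carried in fewer copies by part of the OE cells (a ratio of 0.88 over the pairs, which 24% of cells with 1 of 2 copies would give) is a candidate explanation that cannot be told apart from a regulated domain, since the median of -0.2 in the third pair, with the boundary set on pairs 1 and 2, restates the pattern. A regulated domain was not tested and copy number was not measured.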

How the results depend on the processing

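Alternatives that combine the replicate block with another tool, filter, threshold, list test or set of pairs, the count without organ genes and the test on summed reads were chosen after seeing the data, but not the block alone over 4 or over all 6 libraries.

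OE with Con over 4 libraries called 0 higher and 0 lower genes in edgeR (58 and 4 at an unadjusted p under 0.05), and 0 under each limma setting, without a filter and at FPKM 1. Higher genes were 2 with DESeq2, 4 with DESeq2 without a filter, 103 with the replicate block, 52 at an unadjusted p under 0.05 and 1.5-fold, and 649 at that p and fold on summed reads; lower genes were 17 with the block, 3 at the unadjusted p and fold and 173 with these on summed reads. Leaving out 1 library gave 1 to 86 higher and 0 to 4 lower genes (86 and 4 without Con replicate 2). The lone library of an arm is then assumed to vary like the others. Without the block, the difference between pairs also enters the OE effect of these fits, for genes and lists alike.

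With the block, 103 higher and 17 lower became 30 and 2 without a filter, 32 and 2 with DESeq2, 18 and 1 with limma and quantile normalization, 253 and 50 at the unadjusted p and 1.5-fold, 0 and 1 over all 3 pairs (58 and 11 with DESeq2), 0 and 0 over pairs 1 and 3, and 4 and 2 over pairs 2 and 3; limma gave 125 and 4, and FPKM 1 gave 109 and 24. The number of blocked calls thus depends on the D7 pair, the filter, the tool and the scaling. Over 6 libraries 0 and 0 became 6 and 1 with DESeq2, 5 and 1 with DESeq2 without a filter, 101 and 11 at the unadjusted p and 1.5-fold, 0 and 1 with the block, and 0 to 0 leaving out 1 library. In the D7 comparison, 935 and 422 became 1499 and 995 with DESeq2, 1642 and 1090 with DESeq2 without a filter, 869 lower with limma and quantile normalization (606 with limma alone), 910 and 422 without organ genes, and 0 to 1615 and 0 to 918 leaving out 1 library. The OE effect in D7 against the others was 0 and 0 in edgeR (47 and 22 at an unadjusted p under 0.05) and limma.

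*Dppa3* (5.75) passed with the block (5.76), with DESeq2 (5.74) and leaving out 1 library (5.42 to 6.17), and did not pass over 6 libraries (4.59), over 3 pairs with the block (4.35) or with limma without the block (5.57 to 5.81). With the block *Zscan4b* (0.488), *Zscan4c* (0.521), *Zscan4d* (0.562), *Zscan4f* (0.477) and *Tcstv3* (0.948) passed in edgeR and *Tcstv1* did not; DESeq2 with the block called 0 of these 6. Over all alternatives their log2 fold changes stayed above 0, from 0.04 for *Zscan4b* without 1 library to 2.16 for *Tcstv1*.

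The fry counts test lists against no change, not against other genes as camera does. Lists higher by camera (8) were 0 with an estimated correlation, 0 by fry, 5 by preranked GSEA, 5 without a filter, 0 with an estimated correlation and the block, 1 by fry with the block, 0 and 0 by these over all 3 pairs, and 4 to 8 leaving out 1 library. Lists lower (1) were 0 with an estimated correlation, 0 by fry, 0 at FPKM 1, 0 and 0 by both with the block, 6 over 6 libraries and 6 over 3 pairs (0 and 0 with an estimated correlation and fry), and 2 to 3 leaving out 1 library. Reversed directions, whose cause was not tested, were fibroblast genes, higher over 6 libraries (adjusted p = 0.000903) and 3 pairs (0.000365), and oocyte genes, lower without a filter (0.971). Leaving out 1 library reversed naive genes (0.00203 to 0.0388; 0.0252 without Con replicate 1, 0.0388 without OE replicate 2), trophectoderm (0.00359 to 0.245; 0.0332 without Con replicate 1), meiotic (6.68e-15 to 0.931; 0.931 without Con replicate 1), amino acid and ER stress (1.15e-09 to 0.963; 0.0707 without Con replicate 1, 0.963 without OE replicate 2) and immediate early genes (0.00128 to 0.332; 0.00822 without OE replicate 2).

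For all other changes the cause was not tested either. Of the remaining values, 178 for main results stayed within 1.5 times a count or on the same side of the threshold, and 1269 for named genes and lists stayed on that side, 64 of them in the other direction and passing in neither; 71 for named genes and lists passed only in the alternative and 79 no longer passed. Medians of chromosomes 9 and X were -0.027 and 0.052 and moved to -0.03 and 0.041 at FPKM 1. With 2 libraries per group at these depths, simulated 2-fold changes were recovered in 4.5% of genes without the block, and the share due to depth was not tested.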

Differences from the paper's values

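The paper reports 476 genes higher in *Dppa3* OE ESCs at 1.5-fold, and the value here at 1.5-fold and an unadjusted p under 0.05 was 52. The paper's statistics section sets p < 0.05 for all its results, the legend of Figure 1D names two-tailed *t*-tests, and neither mentions an adjustment. The p-values of Supplementary Table S4 reach 0.0499. Of the alternatives set before the data were examined, leaving out Con replicate 2 brought the count within 1.5 times the paper's (557), and the others did not. The fit without Con replicate 2 had no block, so the difference between pairs enters its OE effect. The replicate block at these thresholds, a combination chosen after seeing the values, gave 253, of which 236 are in Supplementary Table S4. A test on summed reads, chosen after seeing the values, gave 649 and drops 41 of the paper's 476 genes.

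For genes lower in OE the paper reports 174, and the value here was 3. Leaving out Con replicate 1 (134) or Con replicate 2 (150) brought the count within 1.5 times the paper's, and the other alternatives set before the data were examined did not. The fits without a Con library had no block, so the difference between pairs enters these counts too. The replicate block, again chosen with these thresholds after seeing the values, gave 50, of which 40 are in Supplementary Table S4. The test on summed reads, chosen after seeing the values, gave 173 and drops 32 of the paper's 174 genes. The filter on FPKM removed 211 genes of the table, 114 higher and 97 lower ones, before testing. Of the higher genes in the table, 36 lie under 1.5-fold, *Zscan4b* at 1.47-fold being the smallest.

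The paper reports 129 hypermethylated regions, and Supplementary Table S6 holds 75 distinct regions in 129 lines. No alternative set before the data were examined applies to it.

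The paper states that transcripts of *Zscan4*, *Tcstv1* and *Tcstv3* were significantly elevated. Their mean levels were above Con here, and with the replicate pairs as a block *Zscan4b*, *Zscan4c*, *Zscan4d*, *Zscan4f* and *Tcstv3* passed an adjusted p under 0.05 from edgeR (0 of them from DESeq2), while *Tcstv1* did not (adjusted p = 0.18) and without the block none passed (adjusted p = 1). The FPKM values of these genes equal the paper's.

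The paper states that DNA damage and recombination pathways were enriched in OE ESCs. The lists used here, which are not the paper's gene sets, had normalized enrichment scores of 0.34 for homologous recombination (adjusted p = 1) and -0.81 for DNA damage signalling (adjusted p = 0.842), while the meiotic list was enriched (2.18, adjusted p = 0.00165), as were 2-cell genes. By camera these 2 lists had an adjusted p = 0.599 and 0.461 with an estimated correlation, and the meiotic list turned to lower without Con replicate 1 (adjusted p = 0.931).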

Other observations

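The tests on summed reads, of Student type, and of other splits of the samples were chosen after the result was seen, as was the comparison of the X chromosome with autosomes.

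Genes of the X chromosome made up 34 of the genes called higher in OE ESCs with the replicate pairs as a block, of 512 tested, against 67 of 12906 on autosomes (odds ratio 13.6, Fisher's exact test, two-sided, p = 1.65e-23). Without the X-linked germline list it was 16 of 472 (odds ratio 6.72, Fisher's exact p = 2.62e-08), and at an unadjusted p under 0.05 without the block 18 against 38 (odds ratio 12.3, Fisher's exact p = 1.21e-12). Genes in a family are not independent of each other. Of 220 windows, 23 passed an adjusted p under 0.05, with the highest mean log2 ratio on X from 30 to 40 Mb (0.254, 26 genes), and 0.143 on X from 50 to 60 Mb and -0.123 on chromosome 6 from 30 to 40 Mb (42 genes).

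Further lists were measured with the block. Of 7 Y chromosome genes 2 were higher, *Kdm5d* (log2 fold change 1.17, adjusted p = 0.00177 from edgeR) and *Uba1y* (0.51, adjusted p = 0.0139), and *Zfy1* also when adjusted over the list alone. The D7 pair did not show this, with a median log2 ratio of -0.04 and 2 of 7 genes above 0. There *Kdm5d* was at 1.91 FPKM in Con and 1.93 FPKM in OE, and *Uba1y* at 15.35 and 13.78 FPKM. Of 23 amino acid and ER stress genes *Chac1* was higher (1.32, adjusted p = 0.00668), and over the list alone *Stc2* and *Atf4* were higher and *Hspa5* lower. *Chac1* was at 0.497 to 2.51 with 1 library left out and no block, and fell from 2.85 to 2.21 FPKM in the D7 pair. Of 35 imprinted genes *Mest* was higher (0.45, adjusted p = 0.00553), and *Dlk1* over the list alone (1.25, adjusted p = 0.0671). *Dlk1* was at 0.721 to 1.92 with 1 library left out and no block. Of 14 fibroblast genes *S100a6* was higher (0.51, adjusted p = 0.0461) and, over the list alone, *Fn1* lower. By camera without the block, adjusted p-values were 0.00011 for Y chromosome genes and 0.033 for amino acid and ER stress, both higher, and 0.00948 for 22 Wnt, Fgf and Notch genes, lower (median -0.15), and 0.461, 0.745 and 0.461 with an estimated correlation. Without 1 library the Y chromosome list no longer passed (0.148 without Con replicate 1, 0.0625 without Con replicate 2), nor did the Wnt, Fgf and Notch list (0.832 without Con replicate 2, 0.405 without OE replicate 1), and amino acid and ER stress turned to lower (0.0707 without Con replicate 1, 0.963 without OE replicate 2). Lists of imprinted (0.738), fibroblast (0.738), DNA methylation and ERV silencing (0.425, 33 genes), interferon response (0.738, 16 genes), immediate early (0.738, 22 genes) and histone genes (0.956, 35 genes) did not pass, though DNA methylation and ERV silencing passed as lower without Con replicate 2 (0.00514) or OE replicate 1 (0.0105) and turned to higher without Con replicate 1 (0.0589) or OE replicate 2 (0.183), and immediate early genes passed as higher without the former (0.0293 and 0.00128) and turned to lower without the latter (0.332 and 0.00822). Imprinted, fibroblast, interferon and histone lists also changed direction without 1 library, passing in none. The DNA methylation and ERV silencing, interferon, immediate early, histone, and Wnt, Fgf and Notch lists held 0 edgeR calls over all genes. At an unadjusted p under 0.05 they held, in that order, 1, 0, 2, 3 and 2 higher genes. Lower genes were 2, 1, 1, 3 and 5. With the block DESeq2 called 0 genes of these 5 lists and limma 0 but 1 histone gene. Of the Y chromosome, amino acid and ER stress, imprinted and fibroblast lists DESeq2 with the block called 0, 0, 1 and 0 genes and limma 2, 1, 1 and 1. Histone genes had a median of -0.1, a mean of 0.12 and a camera direction of higher without the block, and *Hist1h2ad* was higher over the list alone.

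In the D7 pair, without replicates, OE lay above Con for fibroblast (median log2 ratio 0.84), trophectoderm (0.75), endoderm (0.34), immediate early (0.32) and imprinted genes (0.30), at percentiles of 99.9 or above among 10000 random lists, and below it for primed (-0.68) and Wnt, Fgf and Notch genes (-0.28, both at percentile 0). *Dlk1* was at 25.03 FPKM in Con and 79.43 in OE. In the D7 pair against the other 4 libraries, 29 of 52 2-cell genes were higher (median 1.46; 40 higher and 3 lower when adjusted over the list alone), as were 10 of 33 p53 targets (0.47; 15 over the list alone). Pair 2 differed from pair 1 in 3511 higher and 3425 lower genes, with medians of 0.89 for X-linked germline, 0.78 for promoter-methylated, 0.69 for meiotic, 0.55 for amino acid and ER stress and 0.53 for spermatid genes.

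The p-values of Supplementary Table S4 lie far below those of a test between libraries. An exact binomial test on the reads summed per group put 94.0% of its 650 genes past an unadjusted p of 0.05 (28.2% of all genes), with a median ratio of 0.974 between the log10 p-values, and a Student test on FPKM put 11.2% past it (2.7% of all genes), so a test on summed reads is a candidate explanation. Such a test covers counting error alone and not the spread between libraries.

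Other splits of the 6 libraries into 3 and 3 are too few, 10 in all, for a share under 0.05. With the D7 label as a term the real split called 0 genes and the highest other 0, so all 10 call as many. With the block the real split called 1 gene and the highest other 72, and 3 of the 10 call as many. Both splits with 72 part the D7 pair alone and so, with the block, set its OE library against its Con library, a structure of the samples whose cause was not tested. The other 4 splits that part 1 pair called 0, as did the other splits that part all 3 pairs.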
